# TGFβ promotes widespread enhancer chromatin opening and operates on genomic regulatory domains

**DOI:** 10.1038/s41467-020-19877-5

**Published:** 2020-12-03

**Authors:** Jose A. Guerrero-Martínez, María Ceballos-Chávez, Florian Koehler, Sandra Peiró, Jose C. Reyes

**Keywords:** Genome informatics, Chromatin, Transcription, Transcriptional regulatory elements

## Abstract

The Transforming Growth Factor-β (TGFβ) signaling pathway controls transcription by regulating enhancer activity. How TGFβ-regulated enhancers are selected and what chromatin changes are associated with TGFβ-dependent enhancers regulation are still unclear. Here we report that TGFβ treatment triggers fast and widespread increase in chromatin accessibility in about 80% of the enhancers of normal mouse mammary epithelial-gland cells, irrespective of whether they are activated, repressed or not regulated by TGFβ. This enhancer opening depends on both the canonical and non-canonical TGFβ pathways. Most TGFβ-regulated genes are located around enhancers regulated in the same way, often creating domains of several co-regulated genes that we term TGFβ regulatory domains (TRD). CRISPR-mediated inactivation of enhancers within TRDs impairs TGFβ-dependent regulation of all co-regulated genes, demonstrating that enhancer targeting is more promiscuous than previously anticipated. The area of TRD influence is restricted by topologically associating domains (TADs) borders, causing a bias towards co-regulation within TADs.

## Abstract (web summary)

The TGFβ signaling pathway has been shown to regulate transcription by regulating enhancer activity. Here, the authors perform a comprehensive analysis of enhancers in normal mammary epithelial gland cells to elucidate how TGFβ-dependent enhancers control gene transcription in these cells.

## Introduction

TGFβ and related ligands are believed to be the family of cytokines with the most diverse and widespread functions in metazoans^1^. TGFβ cytokines have crucial roles in development, proliferation, tissue homeostasis, differentiation, and immune regulation. Consequently, alterations in TGFβ signaling underlie numerous diseases, including cancer^1,2^. The TGFβ canonical pathway involves ligand binding to a transmembrane tetrameric complex of dual-specificity kinase receptors, which becomes activated and can phosphorylate receptor-regulated (R-) SMAD proteins (SMAD2 and SMAD3, among others) at carboxy-terminal serine residues^3^. R-SMAD factors shuttle between the nucleus and the cytoplasm; upon phosphorylation, they oligomerize together with SMAD4 and accumulate in the nucleus, where they bind chromatin^4^. Chromatin immunoprecipitation (ChIP)-seq experiments demonstrated that SMAD proteins mostly bind to distant *cis*-regulatory regions, commonly called enhancers^5–9^. Enhancers are regions for sequence-specific transcription factors (TFs) binding, which potentiate transcription of their target genes, independently of their relative distance, location or orientation respective to them^10–13^. The human genome has more than one million enhancers; however, only a subset of these are accessible and, eventually, active in each cell-type. Chromatin can regulate enhancer function by allowing or preventing TF binding to its target motifs within an enhancer. However, the so-called pioneer TFs can bind DNA that is wrapped around a histone octamer and trigger enhancer regulation by recruiting chromatin remodeling complexes and histone modifying enzymes^14^. The current model proposes that most lineage-determining TFs (LDTFs) are pioneer TFs that cooperate to establish the cell-type-specific landscape of open enhancers^5,6,10,15^. This mechanism would restrict the number of enhancers at which signal-driven TFs (SDTFs) can bind. Nonetheless, de novo enhancer chromatin opening by SDTFs alone, or in combination with LDTFs, have also been reported^16,17^. Thus, how SDTFs lead to enhancer selection and activation is still an open question.

The epithelial-to-mesenchymal transition (EMT) switches cell phenotypes from epithelial to mesenchymal during development^18–20^ and has been linked to dissemination and migration of epithelial tumor cells^21^ and metastasis formation^22–25^. TGFβ is one of the most potent inductors of EMT in normal and oncogenic epithelial cells from different origins^26^; however, little is known about the genomic repertoire of enhancers activated by TGFβ, the chromatin dynamics during this process or the SMAD partners in epithelial cells.

We have now addressed these outstanding questions about the genomic regulation mediated by TGFβ in epithelial cells by determining and characterizing the enhancer atlas of the TGFβ response in normal murine mammary gland (NMuMG) epithelial cells, a well-established model for TGFβ-dependent EMT^27^. We show that TGFβ promotes a fast and widespread increase of chromatin accessibility (assayed by ATAC-seq, ATAC-see and DNaseI-seq) in most enhancers of the cell line, irrespectively of whether the enhancer will become activated or repressed. Pervasive chromatin opening depends on both the canonical and the non-canonical TGFβ pathways. Activated enhancers are strongly enriched for SMAD2/3/4 and AP-1 footprints. Strikingly, analyses of the regulated genes around TGFβ-regulated enhancers revealed TGFβ regulatory domains that can encompass several genes and that are constrained by three-dimensional (3D) chromatin conformation. In these domains enhancer targeting is more promiscuous than previously anticipated.

## Results

### TGFβ provokes widespread enhancer chromatin opening

To better understand the mechanism by which TGFβ signaling controls transcription in epithelial cells, we investigated early-chromatin changes provoked by TGFβ treatment. TGFβ signals through several transduction pathways, most of which are stimulated by growth factors present in the serum. Therefore, to clearly determine all the changes promoted by TGFβ, NMuMG cells were depleted of serum and insulin (an additive of the NMuMG cell culture medium) for 6 h, prior to TGFβ1 treatment. Then, samples were taken after 2 h to monitor fast chromatin modifications, and after 12 h (when mesenchymal-like morphological changes are first observed) to monitor late chromatin modifications (Fig. 1a). To systematically identify functional enhancers, we first determined chromatin accessibility by assay for transposase-accessible chromatin followed by high-throughput sequencing (ATAC-seq)^28^. A total of 52,626, 100,459, and 105,334 significant peaks (IDR (irreproducible discovery rate)<0.05) were identified from vehicle, 2 h and 12 h TGFβ samples, respectively (see correlations between replicates, Supplementary Fig. 1a). Peaks with summits closer than 1000 bp were considered as overlapping and merged. All ATAC-seq peaks found in any of the three tested conditions were then merged, resulting in 39,432 regions of open chromatin. Of these, 10,362 were coincident with previously defined transcription start sites (TSS), and 29,071 were considered to be putative enhancers. Notably, TGFβ treatment (at 2 h and 12 h) provokes a widespread increase of chromatin accessibility at both TSS and putative enhancers, concomitant with a decrease of ATAC signal in the rest of the genome (Supplementary Fig. 1b). Pervasive increase of chromatin accessibility was confirmed by DNaseI-seq (Supplementary Fig. 1c, d). Thus, 88.3% of the DNaseI-seq peaks (20,908) were coincident with ATAC peaks and 76.8% of the DNaseI-ATAC common peaks increased their signal at 2 h of TGFβ treatment. Furthermore, a very good correlation was observed between DNaseI-seq and ATAC-seq fold changes (FCs).

**Fig. 1:**
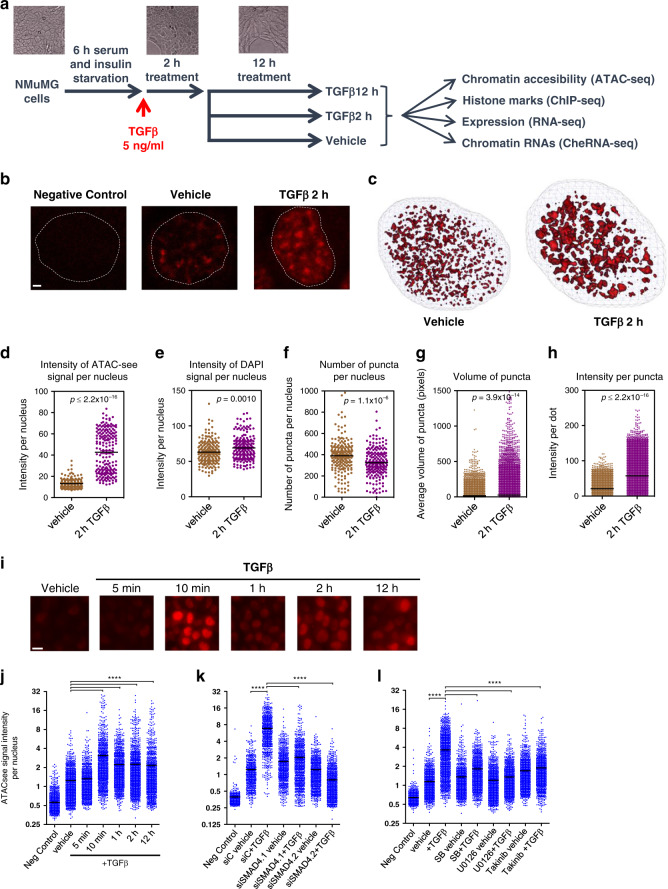
TGFβ provokes widespread enhancer chromatin opening. **a** Flow diagram depicting experimental design. Vehicle-treated cells (control) were taken after 2 h of treatment. **b** Confocal microscope images of ATAC-see signals from NMuMG nuclei of cells cultured under the indicated conditions. Negative control shows ATAC-see signal obtained in the presence of 50 mM EDTA, which inhibits Tn5 transposome activity. Bar, 1 µm. Representative images out of twelve independent experiments are shown. **c** Representative images showing processing of ATAC-see 3D signal by TANGO software in cells treated with TGFβ or vehicle for 2 h. **d**–**h** Quantification of ATAC-see images by using TANGO software. Scatter dot plots showing ATAC-see signal intensity (**d**), DAPI signal intensity (**e**), and number of puncta per nucleus (**f**) from 203 (vehicle) and 194 (2 h TGFβ) nuclei from two independent experiments. **g**, **h** Scatter dot plots showing volume of puncta expressed as pixels (**g**), and intensity of ATAC-see signal per puncta (**h**). Number of puncta analyzed: 80,839 for vehicle and 63,001 for 2 h TGFβ from 203 (vehicle) or 194 (2 h TGFβ) cells, from two independent experiments. Two-tailed Mann–Whitney test *p*-values are provided. **i** Fluorescence microscope images of ATAC-see signals from cells cultured under the indicated conditions. Bar, 10 µm. Representative images out of three independent experiments are shown. **j**–**l** Quantification of ATAC-see signal intensity of nuclei at the indicated times (**j**) or 10 min after TGFβ or vehicle addition (**k**, **l**). **k** Cells were transfected 48 h before treatment with siControl (siC) or with two different siRNAs against SMAD4 (siSMAD4.1 or siSMAD4.2). **l** Cells were treated with 10 µM of SB431542, U0126, or Takinib for 2 h before TGFβ addition. Merged data from three independent experiments are shown. Statistical significance between indicated samples was determined by using the two-tailed Mann–Whitney test, ****p ≤ 0.0001. Quantified nuclei (*n*) in each scatter dot plot and exact *p*-values are provided in Supplementary Data 5. **d**–**h**, **j**–**l** The horizontal black line of the scatter dot plots represents the mean value. Source data are provided as a Source Data file.

We next imaged the transposase-accessible chromatin in situ using ATAC-see^29^, which uses microscopy to visualize accessible chromatin at the single-cell level, by inserting fluorophores by the Tn5 transposase at open-chromatin sites. First, we confirmed that TGFβ treatment promoted a general increase of the ATAC-see signal (Fig. 1b). Signal was visible as a general nuclear background, but also concentrated into puncta. TGFβ treatment increased the total intensity of the ATAC-see signal per nuclei by about fourfold, with slightly fewer puncta per nucleus, as shown by 3D confocal microscopy image analysis using TANGO software^30^ (Fig. 1c–f). Notably, 2 h of TGFβ treatment strongly increased the volume and fluorescence intensity of the puncta (Fig. 1g, h). Kinetic analysis revealed that general chromatin opening occurred as early as 10 min after TGFβ addition (Fig. 1i, j), coinciding with the reported accumulation of SMAD2/3 and SMAD4 in the nucleus of TGFβ treated cells^31^ and with the activation of the ERK pathway (Supplementary Fig. 2a). We verified that TGFβ-dependent widespread chromatin opening also occurred in cells not deprived of growth factors prior to TGFβ stimulation (Supplementary Fig. 2b–e) or with severe serum starvation for 24 h or 48 h prior to TGFβ treatment (Supplementary Fig. 2f). TGFβ-dependent generalized chromatin opening also occurred in other epithelial cell lines, such as the human MCF7 and RPE1 (Supplementary Fig. 2g), although with much slower kinetics, which is consistent with the slower EMT process in these cell lines^32,33^. Critically, knockdown of SMAD4 by either of two different siRNAs abolished the increase of chromatin accessibility (Fig. 1k and Supplementary Fig. 2h). Furthermore, increased accessibility after TGFβ treatment was strongly impaired not only by the ALK4/5/7 TGFβ receptors inhibitor SB431542, but also by the TGFβ−activated kinase 1 (TAK1) inhibitor Takinib^34^ or the MEK inhibitor U0126, which prevents ERK activation (Fig. 1l). Thus, both canonical and non-canonical TGFβ pathways are required for widespread chromatin opening.

The putative enhancers were first classified into four categories depending on differential accessibility measured by changes in the average ATAC-seq signal provoked by TGFβ after 2 h (Fig. 2a). TGFβ treatment led to increased accessibility in 75.0% and 79.7% of enhancers at 2 h and 12 h, respectively (linear FC ≥ 1.5-fold). Proportional DNaseI accessibility gain was also observed in the same four categories (Supplementary Fig. 1e). Widespread increases of chromatin accessibility was even more evident at the early timepoint of 10 min, as analyzed by ATAC-seq (88.67% of the peaks had FC ≥ 1.5) (Fig. 2b), confirming the ATAC-see kinetics.

**Fig. 2:**
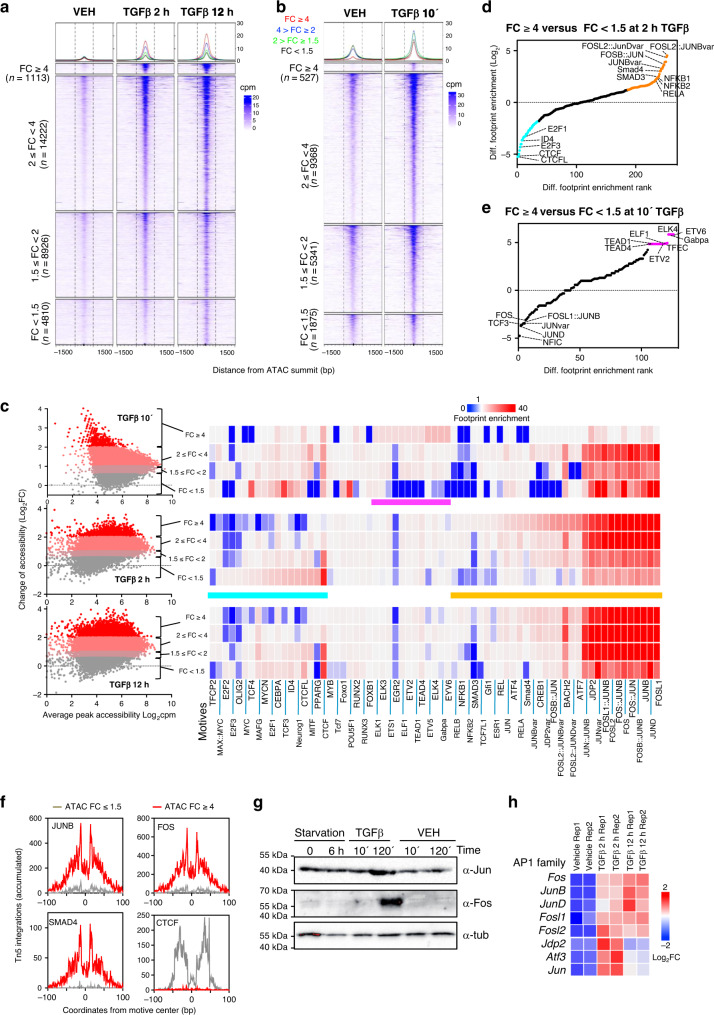
ATAC-seq analysis of TGFβ-treated cells. **a**, **b** Heatmaps showing alignment of ATAC-seq peaks signal from cells treated with vehicle, or TGFβ for 2 h or 12 h (**a**) or with vehicle or TGFβ for 10 min (**b**). Peaks are divided into four categories (FC < 1.5, 1.5 ≤  FC < 2, 2 ≤ FC < 4 and FC ≥ 4) based in change of ATAC-seq signal between TGFβ and vehicle for 2 h (**a**) or for 10 min (**b**). **c** TF occupancy depending on changes in accessibility at the indicated timepoint. Left: scatter plot of changes of ATAC-seq signal (*y*-axis, log_2_FC) versus average signal (*x*-axis). ATAC-seq peaks were divided into four categories according to FC as in (**a** and **b**). Right: TF genomic footprints enrichments were determined in the indicated category of ATAC-seq peaks. TF footprints were determined by calculating the protection from transposition observed in the ATAC-seq signal. TF motifs (from JASPAR) were identified in footprinted regions. Seventy of 550 are shown. **d**, **e** Differential footprint enrichment between FC ≥ 4 and FC < 1.5 of TGFβ or vehicle for 2 h (**d**) or for 10 min (**e**). Dots correspond to the same colored bars in **c**. **f** Example of TF footprint profile at 2 h after TGFβ. Accumulated Tn5 integrations (*y*-axis) along the indicated TF binding sites at nucleotide resolution (*x*-axis, bp from center of each TF motif) in ATAC peaks with FC ≥ 4 (red) and FC < 1.5 (gray). **g** Western blotting showing levels of Jun and Fos proteins under the indicated conditions. A representative image out of three independent biological replicates is shown. **h** Heatmap showing changes of mRNA levels by RNA-seq (log_2_FC) of genes encoding members of the AP-1 family. Source data are provided as a Source Data file.

We next investigated the role of TFs in chromatin opening by genomic TF footprint analysis using ATAC-seq data^28^, which detects actual TF occupancy to a single-nucleotide resolution, based on the steric hindrance between TF complexes and the Tn5 transposase used for ATAC experiments. AP-1 footprints were strongly overrepresented in most enhancers (Fig. 2c, *p*-values in Supplementary Fig. 3a). AP-1 is a TF comprising dimers of proteins belonging to the JUN, FOS, ATF, MAF and CREB subfamilies, with important roles in differentiation, apoptosis, and proliferation^35^. Notably, AP-1, SMAD4 and SMAD3 footprints were differentially enriched in enhancers that displayed a strong gain of accessibility (FC ≥ 4) 2 h and 12 h after TGFβ, but not at the 10 min timepoint, which instead were enriched for footprints related to ETS transcription factors (e.g., ELK4, ETV, ELF1, and GABPA) (Fig. 2c–f and Supplementary Fig. 3a, b). Indeed, at the 2 h and 12 h timepoints of TGFβ, SMAD footprints were negatively enriched (underrepresented) in enhancers with little or no change of accessibility (FC < 1.5). These results were confirmed by analyzing recently published ChIP-seq data of SMAD2/3 in NMuMG cells, at 1.5 h after TGFβ-treatment^36^ (Supplementary Fig. 3c, d). Many enhancers that strongly gained accessibility at 2 h and 12 h after TGFβ were co-occupied by SMAD2/3 and AP-1, and these displayed about 25% more accessibility than enhancers containing only one of the two factors (Supplementary Fig. 3e, f). Enhancers with little or no change of accessibility (FC < 1.5) at 2 h and 12 h after TGFβ were notably enriched in CTCF and CTCFL1 sites (Fig. 2c, d, f and Supplementary Fig. 3a, b), suggesting that at least part of these accessible regions have a structural function.

Both Jun and Fos, two classical AP-1 factors, were induced by TGFβ after 2 h, but not after 10 min of treatment, as shown by western blotting (Fig. 2g). Furthermore, RNA-seq transcriptomic analysis confirmed that several genes encoding components of AP-1 dimers, including *Jun, Fos, JunB, JunD, Fosl1, Fosl2, Jdp2* and *Atf3*, were also significantly upregulated by 2 h and 12 h of TGFβ treatment (Fig. 2h and Supplementary Fig. 4a, Supplementary Data 1). Thus, TGFβ causes a fast and widespread chromatin opening, which depends on both the canonical and the non-canonical TGFβ pathways and which correlates to increased occupancy of AP-1 and SMAD TFs at enhancers 2 h and 12 h, but not 10 min, after TGFβ addition. 

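NMuMG cells are an epithelial line from the mouse mammary gland. After 6 h without serum and insulin they received TGFβ1 at 5 ng/ml for 2 h or 12 h, or vehicle for 2 h. Stranded total RNA was sequenced from 2 biological replicates of each of these 3 groups, 6 libraries in all. Because the vehicle libraries were taken at 2 h only, the comparison of 12 h with vehicle also compares a longer with a shorter time without serum. According to the paper's methods, the authors aligned the reads to the mouse genome, kept uniquely mapped reads, removed duplicates and counted reads on exons. They deposited the resulting raw counts of 21240 genes, listed by Entrez identifier and symbol, with no normalization. Yet Junb had 25070 counts in a 12 h library, on a gene from 87500811 to 87502617 of chromosome 8. Single-end reads without duplicates could not so exceed the positions of a gene, so the deposited counts still hold duplicates. Total counts ranged from 14705886 in a vehicle library to 23786993 in a 12 h library. Counts were scaled by the TMM factors of edgeR, which lay between 0.961 and 1.07. The 11080 genes with at least 2 CPM in at least 2 libraries were tested by edgeR's quasi-likelihood test in 1 fit of the 6 libraries. The contrasts were 2 h against vehicle, 12 h against vehicle and 12 h against 2 h, and p-values were adjusted within each contrast by the Benjamini-Hochberg method. Across genes, which are not independent replicates, Pearson's r of the log2 CPM of the 2 replicates was 0.984 for vehicle, 0.977 for 2 h and 0.992 for 12 h. The squared difference between replicates was 19.4 times what counting error alone gives in vehicle, 53.1 times at 2 h and 17.2 times at 12 h. Libraries with the same replicate number deviated from their group means together, with a correlation across genes of 0.702 between vehicle and 2 h, 0.273 between vehicle and 12 h and 0.392 between 2 h and 12 h. The paper's methods name no pairing of replicates, so the fit has none, and a 2nd fit took the replicate number as a block. The common biological coefficient of variation was 0.148 without the block and 0.0910 with it.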

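All 8 genes had a higher mean at 2 h and at 12 h than with vehicle. At 2 h, Junb (Entrez 16477, chromosome 8) rose from 63.5 ± 5.93 to 724 ± 16.7 CPM (SD, n = 2), a log2FC of 3.51 (SE 0.141, adjusted p = 0.000109 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fos (14281, chromosome 12) rose from 1.96 ± 0.196 to 17.6 ± 0.677 CPM, a log2FC of 3.16 (SE 0.172). The log2FC at 2 h was 2.53 for Fosl2, 2.41 for Atf3, 2.28 for Jun, 2.09 for Jdp2, 1.10 for Fosl1 and 0.88 for Jund. Fosl1 (14283) had 3.28 ± 1.40 CPM with vehicle and 7.00 ± 0.0920 CPM at 2 h, and its adjusted p at 2 h was 0.0550. The other 7 genes had an adjusted p under 0.05 at 2 h, and all 8 had one at 12 h. Adjusted over the list of 8 genes alone, all 8 had a p under 0.05 at both times. The paper named these genes for their rise in the same libraries, so adjusting over this list is no independent test. For Fosl1 at 2 h the adjusted p ran from 0.00864 with the replicate block (log2FC 1.12) to 0.128 when only the 2 groups compared were fitted, with 0.0442 from limma-voom and 0.0754 with total counts. At 12 h the log2FC was 3.98 for Junb, 3.51 for Fos, 2.24 for Fosl2, 1.49 for Jun, 1.45 for Atf3, 1.22 for Jund, 1.18 for Fosl1 and 0.59 for Jdp2. With each library left out in turn, the log2FC of Fosl1 at 2 h lay between 0.71 and 1.60.

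**Figure D1:**
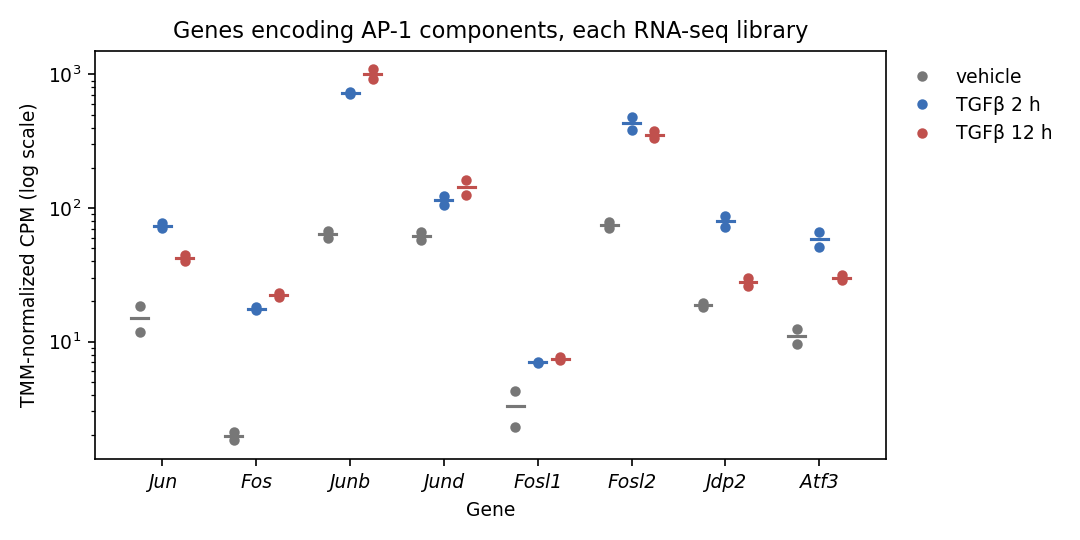
TMM-normalized CPM (log scale) of the 8 genes encoding AP-1 components in each library. Points are the 2 libraries of each group and lines their mean; every TGFβ library lies above both vehicle libraries for each gene.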

In the next sections we will concentrate in the chromatin changes that occurs 2 h and 12 h after TGFβ.

### Identification and characterization of TGFβ-regulated enhancers

Enhancers are often classified based on their histone posttranscriptional modifications^12,15^. Active enhancers contain histone H3 acetylated at lysine K27 (H3K27ac), histone H3 monomethylated at lysine 4 (H3K4me1)^37–39^, and RNA polymerase II which often synthesizes enhancer RNAs (eRNAs)^40^. Primed enhancers contain only H3K4me1 and present a stable pre-activated situation. Finally, latent enhancers are genomic regions that lack enhancer-associated marks (i.e., H3K4me1 and H3K27ac) but that acquire these features upon induction by cellular signaling pathways^17^. We determined H3K4me1 and H3K27Ac modifications genome wide by ChIP-seq in NMuMG cells, under the same conditions and timepoints described for Fig. 1a, and then performed chromatin-RNA sequencing (ChromRNA-seq), which gives an enriched fraction of nascent RNAs that has been previously shown to be enriched in eRNAs^41,42^. H3K4me3, a typical active promoter mark, but also present in some active enhancers^43,44^ was also determined. The presence or not of histone marks in the 29,071 putative enhancers determined by ATAC-seq allowed us to identify 4576 primed enhancers (only H3K4me1), 21,794 active enhancers (H3K4me1 and H3K27ac), and 2697 regions with neither H3K4me1 nor H3K27ac (likely regions with levels of marks below our threshold, which we have considered as undefined), prior to TGFβ stimulation in NMuMG cells (see Supplementary Data 2). Since the level of H3K27ac is an excellent indicator of enhancer activation or repression^17,45,46^, we used this mark to classify the enhancers upon TGFβ treatment. We found the following categories (Fig. 3a and Supplementary Fig. 5): early-activated (*n* = 2166), late-activated (*n* = 2242), early-repressed (*n* = 1059) late-repressed (*n* = 2654) and TGFβ-independent enhancers (*n* = 20,820). While we also observed transient-activated (*n* = 109) and transient-repressed (*n* = 21) enhancers, we did not analyze these categories further due to too small number of components for statistically significant conclusions. Thus, TGFβ treatment alters the epigenetic marks of about 28% (8251) of enhancers. Of the activated enhancers, 2.3% (102) were latent, 10.5% (462) were primed, and 87.2% (3844) were active (which would imply that H3K27Ac was present and increased upon TGFβ treatment). As expected, 100% of the TGFβ-repressed enhancers were active before TGFβ treatment. Supplementary Data 2 contains information about the status of all identified enhancers from NMuMG cells, before and after TGFβ treatment. The levels of H3K4me1 and H3K4me3 marks followed a pattern similar to H3K27ac, although the changes were smaller and delayed. For example, H3K4me1 levels decreased (Log_2_FC ≤ −1) in only 1.5% of the early-repressed enhancers after 2 h of treatment but in 70% of them after 12 h (Fig. 3a and Supplementary Fig. 5), indicating that enhancer decommissioning follows enhancer repression with a slower kinetics.

**Fig. 3:**
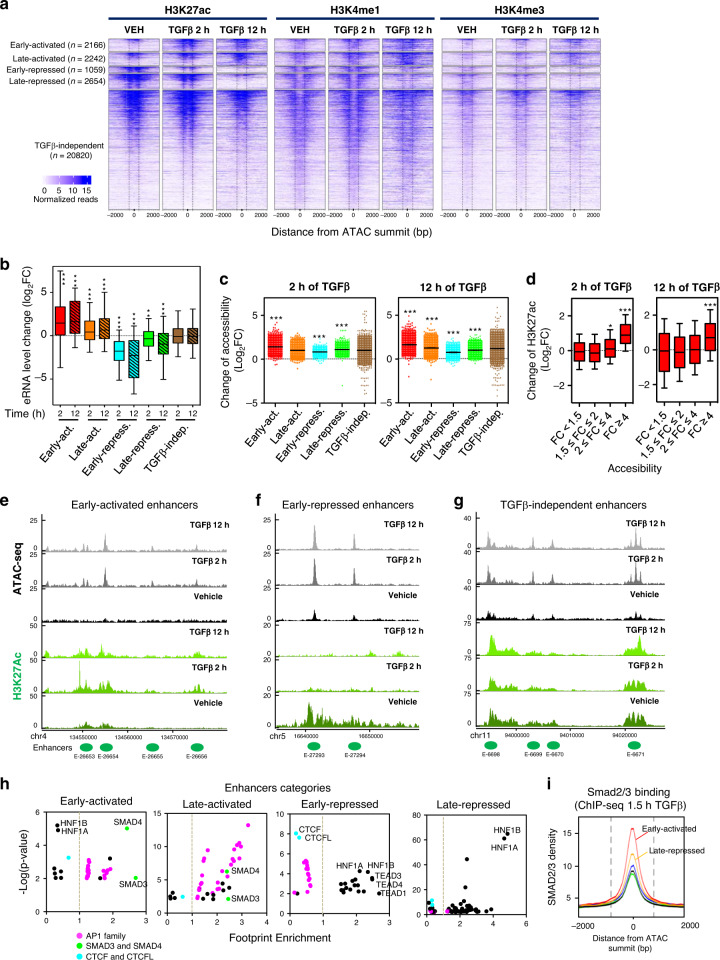
Identification of distinct classes of enhancers regulated by TGFβ. **a** Heatmaps showing ChIP-seq signal of H3K27ac, H3K4me1, and H3K4me3 at distinct categories of enhancers and at the indicated times. **b** Change of eRNA levels of different categories of enhancers shown in (**a**), at the indicated time. Intergenic eRNA-expressing enhancers were selected as described in Methods. Early-activated, *n* = 328; Late-activated, *n* = 313; Early-repressed, *n* = 131; late-repressed *n* = 418; TGFβ−independent, n=2414 enhancers. **c** Change of accessibility (ATAC-seq signal) of different categories of enhancers shown in **a**, 2 h (left panel) and 12 h (right panel) after TGFβ treatment. Each dot corresponds to an enhancer: early-activated (*n* = 2166), late-activated (*n* = 2242), early-repressed (*n* = 1059) late-repressed (*n* = 2654) and TGFβ-independent enhancers (20820). **d** Change of H3K27ac levels, 2 h (left panel) and 12 h (right panel) after TGFβ treatment, of the different enhancers classified according to change of accessibility as in Fig. 2a. FC < 1.5 (*n* = 4810), 1.5 ≤ FC < 2 (*n* = 8926), 2 ≤ FC < 4 (*n* = 14222) and FC ≥ 4 (*n* = 1113). Statistical significance in **b**–**d** are given with respect to the TGFβ-independent category of enhancers (**b**, **c**) or the category FC < 1.5 (**d**) and were determined with the two-tailed Mann–Whitney non-parametric test, *p ≤ 0.01; **p ≤ 0.001; ***p ≤ 0.0001. Exact *p*-values are provided in Supplementary Data 5. **b**, **d** The horizontal black line of the boxplot and scatter plot represent the median and the mean value, respectively. The box spans the 25th to 75th percentiles, and whiskers indicate 5th and 95th percentiles. **e**–**g** Screen shot of H3K27ac and ATAC-seq profiles at three different genomic regions. While ATAC signal increased in all enhancers shown, H3K27ac signal increases (**e**), decreases (**f**), or remained unchanged (**g**), upon TGFβ treatment. **h** Enrichment of TF footprints at the indicated categories of enhancers with respect to the rest of categories. On the *y*-axes, −log_10_ (*p*-value) of enrichment (Fisher’s exact test) for each TF is represented. **i** SMAD2/3 ChIP-seq signal density in the different categories of enhancers. Source data are provided as a Source Data file.

ChromRNA-seq transcripts associated with a 400 bp window surrounding the ATAC-seq peak (summit ± 200 bp) of intergenic enhancers were considered as eRNA (see examples in Supplementary Fig. 6a). No correlation between the H3K27ac and the eRNAs levels prior to TGFβ treatment was observed (Supplementary Fig. 6b). However, following TGFβ treatment, there was a strong correlation between the FC of H3K27ac and that of eRNA (Supplementary Fig. 6c, d), confirming that change of H3K27ac signal is a good indicator of enhancer activity. Consistently, expression of eRNAs increased in early- and late-activated enhancers and decreased in early- and late-repressed enhancers (Fig. 3b).

We investigated the relationship between enhancer activation/repression (via changes in H3K27ac levels) and changes in chromatin accessibility (via ATAC-seq signal changes). While most of the enhancers of all categories displayed a TGFβ-dependent increase of accessibility (Fig. 3c), those enhancers with a larger increase of accessibility (FC ≥ 4) also displayed a more pronounced increase of H3K27 acetylation (Fig. 3d). Examples of increased chromatin accessibility at activated, repressed or TGFβ-independent enhancers are shown in Fig. 3e–g. Thus, widespread chromatin opening occurs irrespective of enhancer activation or repression, with a positive correlation between strong activation and strong increase of accessibility.

Next, we computed enrichment of genomic TF footprints at each category of regulated enhancers. Activated enhancers were enriched in SMAD3, SMAD4 and AP-1 family footprints (Fig. 3h). A strong SMAD2/3 occupancy at early-activated enhancers (Fig. 3i and Supplementary Fig. 7) was also observed by ChIP-seq. In contrast, repressed enhancers were positively enriched in TEAD, HNF1A and HNF1B footprints, and depleted of AP-1 family footprints (Fig. 3h). Notably, we found no enrichment of SMAD3 or SMAD4 footprints at repressed enhancers; however, SMAD2/3 binding was detected by ChIP-seq at late-repressed enhancers, suggesting that SMAD2/3 requires interaction with other TFs to bind these repressed enhancers (Fig. 3i and Supplementary Fig. 7b, c).

### Most TGFβ-dependent genes are in the TGFβ-regulated enhancers neighborhood

We next investigated the location of TGFβ-regulated enhancers with respect to the TGFβ-regulated genes (as determined by RNA-seq). We first labeled genes surrounding a regulated enhancer as Eg (Enhancer gene) ±*n*, whereby *n* = 1, 2, 3 or 4, according to gene’s upstream (–) or downstream (+) position and chromosome order with respect to the enhancer. For every TGFβ-regulated enhancer, changes of mRNA levels of the neighboring genes (Eg ± 1 to Eg ± 4) were plotted. Genes surrounding an enhancer showed a strong tendency to be regulated in the same way as the enhancer. This effect was not observed when enhancer order positions were randomized (Fig. 4a and Supplementary Fig. 8a). Specifically, about 60% of upregulated and 40% of downregulated TGFβ-dependent genes are in a neighborhood of ±3 genes from an enhancer regulated in the same way (*p* = 7.63 × 10^–6^ and 7.05 × 10^–14^, respectively). A significant regulatory effect of the enhancer on the neighboring genes was observed up to about 150 kb upstream or downstream of the enhancers (Fig. 4b and Supplementary Fig. 8b). Approximately 79% of upregulated and 56% of downregulated genes are in a neighborhood of 150 kb from an enhancer regulated in the same way (*p* = 9.6 × 10^–31^ and 5.5 × 10^–19^, respectively). Importantly, a strong linear relationship was observed between changes of the enhancer H3K27Ac levels and the change of gene expression of the enhancer´s closest gene. This correlation is maintained with the second, third and fourth genes closer to the enhancer (Fig. 4c), albeit with a decreasing regression line slope, indicating that, on average, the enhancer effect is greater at proximal genes and decreases with the distance and/or the presence of genes in between. As enhancers can regulate genes at large distances by looping mechanisms, we wondered whether they operate in a continuous manner or skip over interposed genes. Indeed, enhancers create a continuous influence over their neighborhood: when the second-closest gene (up- or downstream, Eg±2) is robustly regulated (|log_2_FC | >1; adjusted *p* < 0.05) in the same way as the enhancer, the interposing gene (Eg-1 or Eg+1, respectively) also tends to be regulated that way (Fig. 4d and Supplementary Fig. 9).

**Fig. 4:**
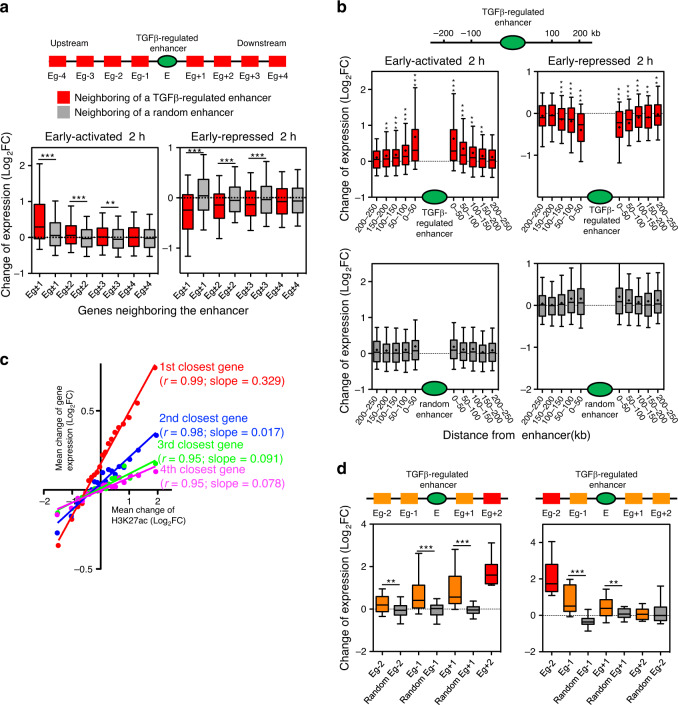
Most TGFβ-dependent genes are in the TGFβ-regulated enhancers neighborhood. **a** Change of mRNA levels (RNA-seq signal of 2 h TGFβ versus vehicle) for genes upstream or downstream of an early-activated (left) or early-repressed (right) enhancer, as in the scheme (red boxes), or of a randomly selected enhancer (gray boxes). For randomization, see Methods. Eg±n (whereby *n* = 1, 2, 3 or 4) depicts genes that occupy the first, second, third, or fourth positions, respectively, in the chromosomal order, upstream (−) or downstream (+) of the enhancer. Plots for late-enhancer categories are shown in Supplementary Fig. 8a. **b** Change of mRNA levels (RNA-seq signal of 2 h TGFβ versus vehicle) of genes located at the indicated distance (kb) upstream or downstream of an early-activated (top left) or early-repressed (top right) enhancer. Inclusion of the genes in the interval was determined by the position of their TSSs. Lower panels represent the corresponding data when enhancers were randomized. Plots for other enhancer categories are shown in Supplementary Fig. 8b. **c** Correlation plot between changes of mRNA levels (RNA-seq signal of 2 h TGFβ versus vehicle) of the first, second, third, or fourth closest genes respect to an enhancer, versus the change of H3K27ac of the enhancer (ChIP-seq signal of 2 h TGFβ versus vehicle). Data were binned into 20 intervals. Spearman correlation coefficient and slope of the regression line are shown. **d** Change of mRNA levels (RNA-seq signal of 2 h TGFβ versus vehicle) for genes that are located around an early-activated enhancer. Only enhancers for which the second-closest gene (marked in red) upstream (Eg-2) or downstream (Eg+2) was robustly upregulated (log_2_ FC > 1; adjusted *p* < 0.05) were considered. Gray color boxes correspond to change of mRNA levels of genes around a random enhancer. Plots for other enhancer categories are shown in Supplementary Fig. 9. **a**, **b**, **d** Statistical significance between real and random distributions were determined with the two-tailed Mann–Whitney test, *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001. Sample size of each distribution and exact *p*-values are provided in Supplementary Data 5. The horizontal black line of the boxplot represents the median value, the box spans the 25th to 75th percentiles, and whiskers indicate 5th and 95th percentiles. Source data are provided as a Source Data file.

### TGFβ-regulated genes are often in co-regulated clusters

Next we analyzed the genomic distribution of genes regulated by TGFβ. 

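Among the genes tested, 692 had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and an absolute log2FC above 1 at 2 h, 469 of them higher and 223 lower. At 12 h, 2176 genes passed both thresholds, 890 higher and 1286 lower. In the fit with the replicate block, 813 genes passed them at 2 h (525 higher, 288 lower) and 2247 at 12 h (905 higher, 1342 lower). The scaling moved the split most at both times, since total counts without TMM factors left 401 genes higher and 303 lower at 2 h, and 740 higher and 1485 lower at 12 h. Among the genes past the thresholds with TMM factors, 352 were higher at both times, 133 were lower at both times, 9 were higher at 2 h and lower at 12 h, and 0 were lower at 2 h and higher at 12 h.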

First, genes robustly regulated by TGFβ treatment (adjusted *p*-value <  0.05 and |log_2_FC | >1) were divided into six gene categories: early-upregulated (411), early-downregulated (194), late-upregulated (542), late-downregulated (1129), transient-upregulated (49) and transient-downregulated (36) (Supplementary Fig. 4b and Supplementary Data 1). Altogether, TGFβ promoted robust expression changes in 2361 genes, affecting about 11% of protein-coding genes. 

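Genes were placed in the 6 categories by the rules that Supplementary Data 1 follows. Early genes pass the thresholds at 2 h without passing them in the opposite direction between 2 h and 12 h, and transient genes pass both. Late genes pass the thresholds at 12 h and not in the same direction at 2 h, so that the 9 genes higher at 2 h and lower at 12 h fall in 2 categories each. This gave 423 early-upregulated, 191 early-downregulated, 538 late-upregulated, 1153 late-downregulated, 46 transient-upregulated and 32 transient-downregulated genes, 2374 different genes in all. Taking the replicate number as a block gave 441, 249, 534, 1168, 84 and 39 genes in the same order, 2494 in all. The total moved most when no filter on low counts was used, to 2865 genes. The 3 largest log2FC for each time and direction follow, among genes past the thresholds with at least 10 counts in both libraries of the higher group and both treated libraries outside the range of the vehicle libraries. Several have at most 3 counts in each library of the lower group, and their fold is then a lower bound, while their order still rests on the log2FC. At 2 h, Tnfaip6 was at least 16.4-fold higher, Dusp2 at least 14.1-fold higher and Cldn4 at least 105.8-fold higher. The log2FC at 2 h was -4.65 for Ppp1r3c (SE 0.561), -4.27 for 8430408G22Rik (SE 0.555) and -3.45 for Clec2d (SE 0.303). At 12 h, Has2 was at least 449.7-fold higher, Sema4f at least 44.8-fold higher and Megf10 at least 31.3-fold higher. Megf10 has a log2FC of 9.78 with 0 counts in both vehicle libraries, and Cldn4, with 9.39 at this time, was at least 357.9-fold higher. At the same time 8430408G22Rik was at least 130.5-fold lower, Saa3 at least 25.1-fold lower and Dio3os at least 261-fold lower.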

As transient categories presented a small number of genes, they were not considered for further analysis. We frequently found several contiguous genes regulated in the same way (Fig. 5a, b). 

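The genes of Fig. 5a, Gar1, Cfi, Pla2g12a and Casp6, lie in this order on chromosome 3 of NCBIM37 (mm9) between 129527830 and 129617021. Their log2FC at 12 h was 1.35 (SE 0.339), 4.10 (SE 0.676), 1.01 (SE 0.136) and 0.91 (SE 0.138), with adjusted p-values of 0.0183, 0.00338, 0.00149 and 0.00245 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 2 h their log2FC was 0.24, 1.46, 0.20 and 0.20, and the lowest adjusted p was 0.304. Cfi was counted at 0.150 ± 0.122 CPM with vehicle and at 2.71 ± 0.487 CPM at 12 h (SD, n = 2). The genes of Fig. 5b, Bace2, Mx1, Fam3b, Mx2 and Tmprss2, lie on chromosome 16 between 97578335 and 97832802. At 12 h the log2FC was -2.29 for Bace2 (SE 0.297), -5.98 for Mx1 (SE 0.760), -4.61 for Mx2 (SE 0.478) and -3.80 for Tmprss2 (SE 0.411), and the adjusted p lay between 0.000508 and 0.00126. Fam3b had 6 and 5 counts in the vehicle libraries and 0 and 1 at 12 h, and was below the filter on low counts. The vehicle libraries differed in Mx1, which had 48.0 ± 31.0 CPM. At 2 h, Mx2 had a log2FC of -2.28 (adjusted p = 0.0105 from the same edgeR test). The log2FC at 2 h was -1.14 for Mx1 (edgeR's adjusted p = 0.230, and 0.000498 with the replicate block) and -1.06 for Tmprss2 (adjusted p = 0.0950, and 0.00497 with the block). Bace2 had a log2FC of -0.22 at 2 h (edgeR's adjusted p = 0.639, and 0.192 with the block). Across fits that each left out 1 library, the log2FC of Mx1 at 2 h ran from -1.99 to -0.25. That of Tmprss2 ran from -1.68 to -0.64.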

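Gene order was taken from the transcription start sites (TSSs) of GENCODE on NCBIM37, which gave a position to 20603 of the 21240 genes. Pairs of strictly contiguous genes of one category were counted and compared with 5000 random draws of as many expressed genes (one-sided permutation test). The 419 early-upregulated genes with a position formed 27 pairs, against 10.5 on average in the draws (permutation p = 0.0002, the smallest that the draws can give). The 191 early-downregulated genes formed 6 pairs against 2.16 (permutation p = 0.0212), the 533 late-upregulated genes 26 pairs against 16.9 (p = 0.0212) and the 1140 late-downregulated genes 143 pairs against 77.5 (p = 0.0002, again the smallest possible). Categories from the fit with the replicate block formed 28, 12, 22 and 149 pairs, and the late-upregulated genes no longer differed from the draws (permutation p = 0.107). Without pairs of genes whose symbols share their first 3 letters, the permutation p was 0.0528 for the 5 early-downregulated pairs and 0.0552 for the 23 late-upregulated pairs.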

In fact, we found more pairs of co-regulated genes than randomly expected (Supplementary Fig. 10a). To verify this trend, we investigated the transcriptional behavior of genes in the vicinity of a robustly TGFβ-regulated gene by first numbering genes according to their 5′-3′ chromosomal order (1, 2, …, *n*), and then plotting the FC of genes *n* ± 1 to *n* ± 4 for every robustly TGFβ-regulated gene. Indeed, upstream and downstream neighboring genes of a robustly TGFβ-regulated gene (but not of a random gene) tend to be co-regulated (Fig. 5c and Supplementary Fig. 10b). 

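The expressed genes at n ± 1 of each regulated gene were compared with the genes found after moving 50 positions along the chromosome, by permuting gene positions within chromosomes 10000 times (two-sided). The 16 tests of 4 categories and 4 positions were adjusted together by the Benjamini-Hochberg method. Neighbors of early-upregulated genes had a median log2FC of 0.17 at 2 h, against 0.04 at the shifted positions. Those of early-downregulated genes had -0.18 against -0.05. At 12 h the medians were 0.22 against 0.03 for late-upregulated and -0.18 against 0.01 for late-downregulated genes. Adjusted permutation p-values were 0.0004 for early-upregulated, late-upregulated and late-downregulated genes, where the unadjusted p is the smallest that 10000 permutations give, and 0.0048 for early-downregulated genes. The share of neighbors changed in the direction of the central gene was 66.8%, 73.0%, 66.0% and 62.3% for early-upregulated, early-downregulated, late-upregulated and late-downregulated genes. At the shifted positions it was 54.3%, 57.7%, 52.6% and 49.6%. When the replicate number was a block, the 4 differences of medians were 0.12, -0.15, 0.19 and -0.21, each with an adjusted permutation p of 0.00032.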

Co-regulation decreased with the number of interposed genes, but significant co-regulation was observed up to the *n* ± 3 position in early categories, and to the *n* ± 2 position in late categories. 

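At n ± 2 the difference between the median log2FC of neighbors and of shifted genes was 0.08 for early-upregulated genes (adjusted permutation p = 0.00709) and -0.08 for late-downregulated genes (p = 0.0048). It was -0.09 for early-downregulated genes (permutation p = 0.0758) and 0.08 for late-upregulated genes (p = 0.0795). At n ± 3 it was 0.01 for early-upregulated genes (permutation p = 0.826), -0.07 for early-downregulated genes (p = 0.142), 0.04 for late-upregulated genes (p = 0.426) and -0.11 for late-downregulated genes (p = 0.0004). At n ± 4 no category had an adjusted permutation p under 0.05, the lowest being 0.496. In the fit with the replicate block, early-downregulated genes had a difference of -0.08 at n ± 2 and at n ± 3, each with an adjusted permutation p of 0.0485. Random sampling of genes on the same chromosome in place of the shift moved these tests most. It gave early-downregulated genes a difference of -0.12 at n ± 2 (adjusted permutation p = 0.0002) and -0.09 at n ± 3 (p = 0.00096).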

Significant co-regulation was observed for up to about 100 kb upstream and downstream of a robustly TGFβ-regulated gene (Fig. 5d and Supplementary Fig. 10c, d). These data suggest the existence of domains in the genome where genes tend to be co-regulated by TGFβ. 

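For genes whose TSS lay 0 to 50 kb from that of a regulated gene, the median log2FC was 0.24 around early-upregulated genes against 0.06 at the shifted positions, and -0.18 against 0.05 around early-downregulated genes. Around late-upregulated genes it was 0.22 against 0.07, and around late-downregulated genes -0.16 against 0.00. The adjusted permutation p over the 20 tests was at most 0.000667 in these 4 comparisons. From 50 to 100 kb the difference was 0.07 for early-upregulated (permutation p = 0.0342), -0.09 for early-downregulated (p = 0.118), 0.16 for late-upregulated (p = 0.0004) and -0.12 for late-downregulated genes (p = 0.0004). From 100 to 150 kb it was -0.10 for early-downregulated (adjusted permutation p = 0.0466) and -0.08 for late-downregulated genes (p = 0.0128), and the other categories had p-values of 0.0687 and above. From 200 to 250 kb late-downregulated genes alone differed from the shifted positions, by -0.11 (permutation p = 0.000857). Under the fit with the replicate block, added for distances after the data had been seen, the same comparisons had an adjusted permutation p under 0.05, and early-downregulated genes from 50 to 100 kb had a difference of -0.07 (permutation p = 0.168). From the co-regulation it reports among neighboring genes, the paper proposes that the genome holds domains in which genes tend to respond to TGFβ together.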

Notably, co-regulation also influenced intergenic transcription (Fig. 5e and Supplementary Fig. 10e), and the chromatin landscape (Fig. 5f and Supplementary Fig. 10f, Supplementary Fig. 11). In summary, our co-regulation analyses suggest that TGFβ regulation often operates in clusters of genes.

**Fig. 5:**
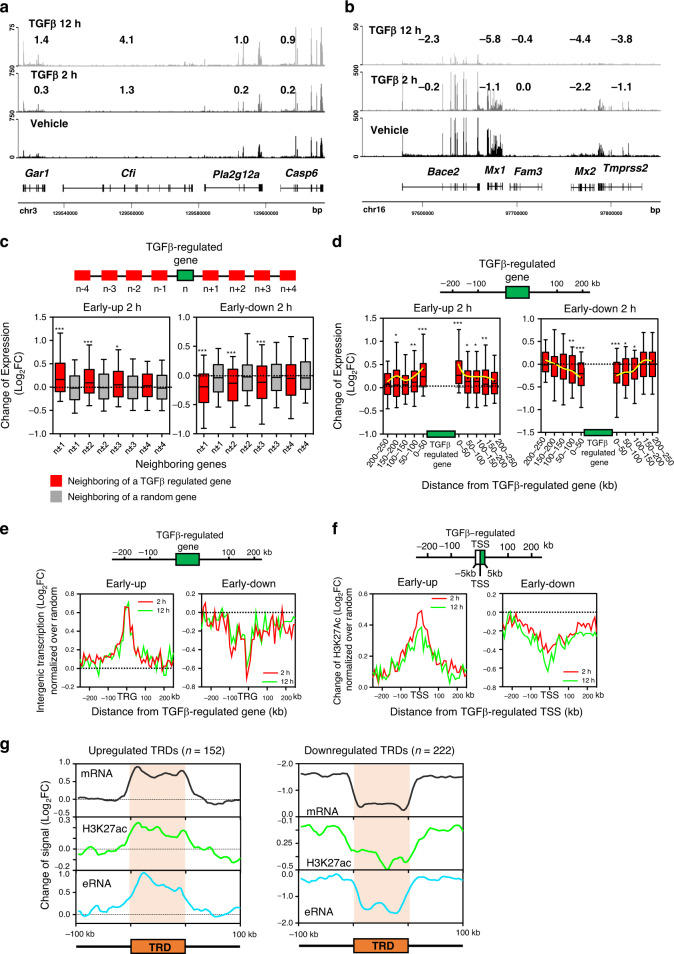
Co-regulated clusters of TGFβ-regulated genes. **a**, **b** Examples of clusters of TGFβ co-regulated genes. Screenshot of RNA-seq tracks at two different genomic regions. Numbers show Log_2_FC of the indicated gene at the corresponding timepoint of TGFβ versus vehicle. **c** Changes of mRNA levels (RNA-seq) of the four genes located upstream (*n* − 1 to *n* − 4) and downstream (*n* + 1 to *n* + 4) of a robustly TGFβ-regulated gene (|log_2_FC | >1; adjusted *p* < 0.05) at position n. The central gene (*n*) is early-upregulated (left) or early-downregulated (right). Gray boxes correspond to the changes of mRNA levels of genes around a random gene. For randomization, see Methods. **d** Change of mRNA levels (RNA-seq) of genes located at the indicated distance (kb) upstream or downstream of a TGFβ-regulated gene. Left: the central gene is early-upregulated. Right: the central gene is early-downregulated. Randomizations are shown in Supplementary Fig. 10d. **c**, **d** Statistical significance between real and random distributions were determined with the two-tailed Mann–Whitney non-parametric test, *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001. Sample size (*n*) of each distribution and exact *p*-values are provided in Supplementary Data 5. The horizontal black line of the boxplot represents the median value, the box spans the 25th to 75th percentiles, and whiskers indicate 5th and 95th percentiles. A black dot in the boxplot represent the mean. **e** Changes of intergenic transcription in the neighborhood (±250 kb binned in 10 kb bins) of a TGFβ-regulated gene (TRG) normalized to random. ChromRNA-seq data were used. To avoid termination read-through and promoter-divergent transcription, regions of 2 kb upstream and downstream of the TSS and transcription termination site were not considered. **f** Change of H3K27ac (ChIP-seq signal) in the neighborhood (±250 kb binned in 10 kb bins) of a TGFβ-regulated TSS normalized to random. To avoid histone modifications of the TGFβ-regulated TSS, regions of 5 kb upstream and downstream of the TSS were not considered. **c**–**f** Late-upregulated and late-downregulated categories are shown in Supplementary Fig. 10b, c, e, f. **g** Meta-analysis of TRDs. Density plots of changes of mRNA, eRNA, and H3K27ac levels are shown. Data from early- and late-upregulated or downregulated TRDs were pooled. Source data are provided as a Source Data file.

### Characterization of TGFβ regulatory domains

The results exposed in the last two sections suggest that TGFβ-dependent enhancers create genomic regions of influence that often expand to several co-regulated genes. Analysis of co-regulation demonstrated that robustly regulated genes are often surrounded by differentially expressed genes with a lower FC. 

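The genes at n ± 1 were also counted by a lower threshold, a change in the direction of the central gene with an absolute log2FC above 0.5 and an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 518 expressed neighbors of early-upregulated genes, 105 passed it (20.3%), against 8.92% of all expressed genes with a position. The counts were 25 of 233 for early-downregulated genes (10.7% against 4.67%), 171 of 609 for late-upregulated genes (28.1% against 17.4%) and 420 of 1395 for late-downregulated genes (30.1% against 19.4%). Their median absolute log2FC was 1.11, 0.98, 0.99 and 1.44 in this order, and that of the central genes 1.57, 1.29, 1.37 and 1.89. Central genes were chosen above 1 and neighbors above 0.5, so these thresholds favor a lower median in the neighbors and the medians do not test it. Of the neighbors past the threshold, 46, 14, 87 and 131 had an absolute log2FC of at most 1. In the fit with the block, 132, 60, 178 and 466 neighbors passed it, with a median absolute log2FC of 0.93, 0.91, 0.92 and 1.38.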

In order to identify most regions of co-regulation, we looked for regions of the genome containing at least two contiguous TGFβ-co-regulated genes, using a less stringent but still significant threshold (|Log_2_FC | ≥0.5; *p* < 0.05). 

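Runs of at least 2 strictly contiguous genes of one category, each with an absolute log2FC above 0.5 and an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), were counted on the gene order of NCBIM37. There were 66 early-upregulated, 92 late-upregulated, 19 early-downregulated and 237 late-downregulated runs, 414 in all. In 5000 random draws of as many expressed genes the mean number was 36.2, 74.3, 8.23 and 174 (one-sided permutation p = 0.0002, 0.0118, 0.0004 and 0.0002, where 0.0002 is the smallest that the draws can give). Calls from the fit with the replicate block gave 89, 84, 46 and 227 runs, 446 in all. Against draws of as many genes as that fit calls, added after the data had been seen, the one-sided permutation p was 0.0002, 0.211, 0.0006 and 0.0002. The paper's methods do not say whether the p-value is adjusted, and with unadjusted p-values there were 86, 88, 41 and 216 runs. The total moved most, to 568, when contiguity was judged among expressed genes only.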

We found 372 of these clusters (86 early-upregulated, 66 late-upregulated, 49 early-downregulated, 173 late-downregulated) (Supplementary Data 3), which we termed TGFβ regulatory domains (TRDs). 

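The runs of contiguous genes of one category held 2.19 genes on average and at most 7. From the 1st to the last base of their genes they spanned 154 kb on average, with a median of 73.4 kb and a range of 5.98 to 4380 kb. Of the 370 domains that the paper lists in Supplementary Data 3, 254 had exactly the same genes as one of these runs, 309 when unadjusted p-values were used and 304 with the replicate block. All 806 genes of the listed domains had a change in the direction of their domain, and 702 of them (87.1%) passed the thresholds with adjusted p-values. By category these were 160 of 190 genes in early-upregulated, 54 of 99 in early-downregulated, 127 of 138 in late-upregulated and 361 of 379 in late-downregulated domains. Under the fit with the replicate block 773 of the 806 genes passed, 91 of them in early-downregulated domains. Since the paper chose these domains on the same counts, the shared direction is no independent test.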

TRDs have an average size of 115 kb (with a range from 1 kb to 1.1 Mb) and an average of 2.2 genes (with a range from 2 to 7). About 80% of the upregulated and 53% of the downregulated TRDs contained at least one co-regulated enhancer or had one in its vicinity (±50 kb) (*p* = 3.3 × 10^−19^ and *p* = 7.7 × 10^−10^, respectively). Meta-analysis of the TRDs demonstrated coordinated regulation of gene mRNA, intergenic RNA and H3K27Ac levels as well as a sharp difference of the TRD with respect to the surrounding regions (Fig. 5g). Similar gene ontology (GO) categories were found both in TRD and non-TRD TGFβ−regulated genes (Supplementary Fig. 12a). TRDs tend to be present in regions of high gene density (Supplementary Fig. 12b). Furthermore, the distance between a gene and the closest co-regulated enhancer was shorter in TRD genes than in non-TRD genes. However, there were no differences when distance between a gene and the closest anti-regulated enhancer were computed (Supplementary Fig. 12c, d). 

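Gene density was measured, by a definition chosen after the data had been seen, as the number of genes with a TSS within 500 kb. The 798 expressed genes of the domains listed in Supplementary Data 3 had a median of 14 such genes. The 3405 other regulated genes had 13, and the 10133 other expressed genes 14. Neither difference was larger than chance gives (two-sided permutation test with 100000 resamples, adjusted p = 1 for both). Expressed genes that are contiguous with another expressed gene but lie outside these domains had a median of 15 (adjusted permutation p = 1). Comparing means of the number of genes within 100 kb, also chosen afterwards, moved the result most. Domain genes then had 4.30 genes, other regulated genes 3.80 (adjusted permutation p = 0.00364) and other expressed genes 4.23 (p = 0.711).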

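Regulated genes inside the domains of Supplementary Data 3 were compared with regulated genes outside them, at an absolute log2FC above 0.5 and an adjusted p under 0.05. The 10 tests (two-sided permutation of 100000 resamples) were adjusted together. A gene counted as inside only where a listed domain of its own category held it. Single genes were permuted, although domain genes lie in contiguous runs and are not independent, so these p-values may be too small. Over all categories the median absolute log2FC was 1.13 in the 702 genes inside domains and 0.93 in the 3481 genes outside (adjusted permutation p = 0.0001, from the smallest p that the resamples can give). The medians were 1.07 and 0.93 for early-upregulated genes (permutation p = 0.0703), 0.97 and 0.91 for early-downregulated genes (p = 0.516), 0.91 and 0.78 for late-upregulated genes (p = 0.0106) and 1.38 and 1.17 for late-downregulated genes (p = 0.00665). The median of the mean log2 CPM was 5.04 inside and 5.00 outside domains (adjusted permutation p = 0.741), and in no category was this p below 0.305. Among genes with an absolute log2FC above 1, the difference in the late-upregulated category was 0.07 (permutation p = 0.677). In the fit with the replicate block, added for this comparison after the data had been seen, the median absolute log2FC over all categories was 1.04 inside and 0.82 outside domains, and in each category the adjusted permutation p of the difference was 0.0155 or lower.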

Total gene expression and TGFβ-dependent FCs were similar between TRD and non-TRD genes (Supplementary Fig. 12e, f).

### Enhancers control expression of several genes within a TRD

We next speculated that co-regulation within a TRD is created by the promiscuous activity of an enhancer. 

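Amigo1, Cyb561d1 and Atxn7l2 lie side by side on chromosome 3 of NCBIM37 from 107989253 to 108013852. At 2 h their log2FC was 3.24 (SE 0.129), 1.10 (SE 0.143) and 1.02 (SE 0.167), with adjusted p-values of 0.000109, 0.00420 and 0.0101 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gnai3, on the side of Amigo1 away from Cyb561d1, had a log2FC of -0.03 (SE 0.137, edgeR's adjusted p = 0.896). Arid5a and Kansl3 lie on chromosome 1 from 36364578 to 36426026 and had a log2FC of 4.47 (SE 0.172) and 1.19 (SE 0.0975) at 2 h. Neurl3, on the other side of Arid5a, had a log2FC of -0.75 at 2 h (SE 0.346, edgeR's adjusted p = 0.207, and 0.00693 with the replicate block) and of -2.42 at 12 h (adjusted p = 0.00255). Lad1, Tnnt2 and Pkp1 lie on chromosome 1 from 137715175 to 137815784 and had a log2FC of 1.17 (SE 0.150), 2.27 (SE 0.259) and 1.89 (SE 0.349). Each of the 8 domain genes had an adjusted p under 0.05 with the replicate block too. Supplementary Data 4 lists guide RNAs named after Amigo1, Arid5a and Tnnt2, and each target sequence occurs once in NCBIM37, next to an NGG motif. The Amigo1 guides GGAAAGGGTAGACCTGTCTG (107994498 to 107994517) and GGGTTCCGTATACTGAAAAA (107994733 to 107994752) lie in an exon of Amigo1, 5.3 and 5.5 kb downstream of its TSS. The Arid5a guides GTCCTACCACATGAATCCAG (36383376 to 36383395) and GATAGTGTCTGGGTCAAGAA (36382940 to 36382959) lie between the annotated genes, 18.8 and 18.4 kb downstream of the TSS of Arid5a. The Tnnt2 guides GGGACTGGAGTCTATTGCCA (137759214 to 137759233) and GCCACTCAACAGATATGAGG (137758644 to 137758663) also lie between genes, 21.8 and 21.2 kb downstream of the TSS of Tnnt2.

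**Figure D2:**
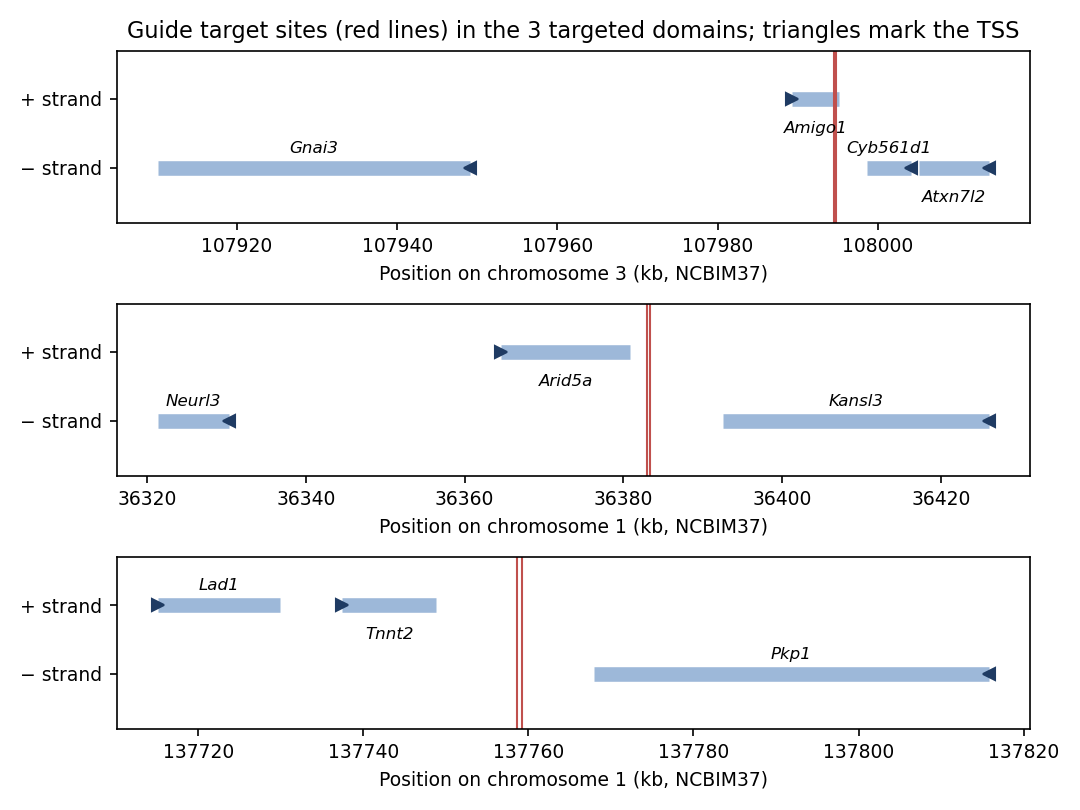
Genes (bars, by strand, with a triangle at the TSS) and guide target sites (red lines) in 3 regions, with the position in kb on NCBIM37. The Amigo1 sites fall inside an annotated gene, and the Arid5a and Tnnt2 sites fall between genes.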

To test this hypothesis, we selected three TRDs (the *Amigo1-Cyb561d1-Atxn712*, *Arid5a-Kansl3* and *Lad1-Tmmt2-Pkp1* clusters) and inhibited enhancer activity of one enhancer inside of each cluster by CRISPR interference (CRISPRi)^47^ (Fig. 6a, c, e), using two distinct small guide RNAs (sgRNAs) for each enhancer (see Supplementary Fig. 13, for sgRNA targeting). Indeed, enhancer inactivation impaired TGFβ-dependent upregulation of expression of all genes within the TRD (Fig. 6b, d, f). As controls, we showed that neither the TGFβ-non regulated gene *Gnai3* (contiguous to *Amigo1-Cyb561d1-Atxn712)* nor the TGFβ-repressed gene *Neurl3* (contiguous to *Arid5a-Kansl3*) were affected by enhancer inactivation (Supplementary Fig. 14). In summary, our data demonstrate that a single enhancer can control the expression of several co-regulated linked genes within a TRD.

**Fig. 6:**
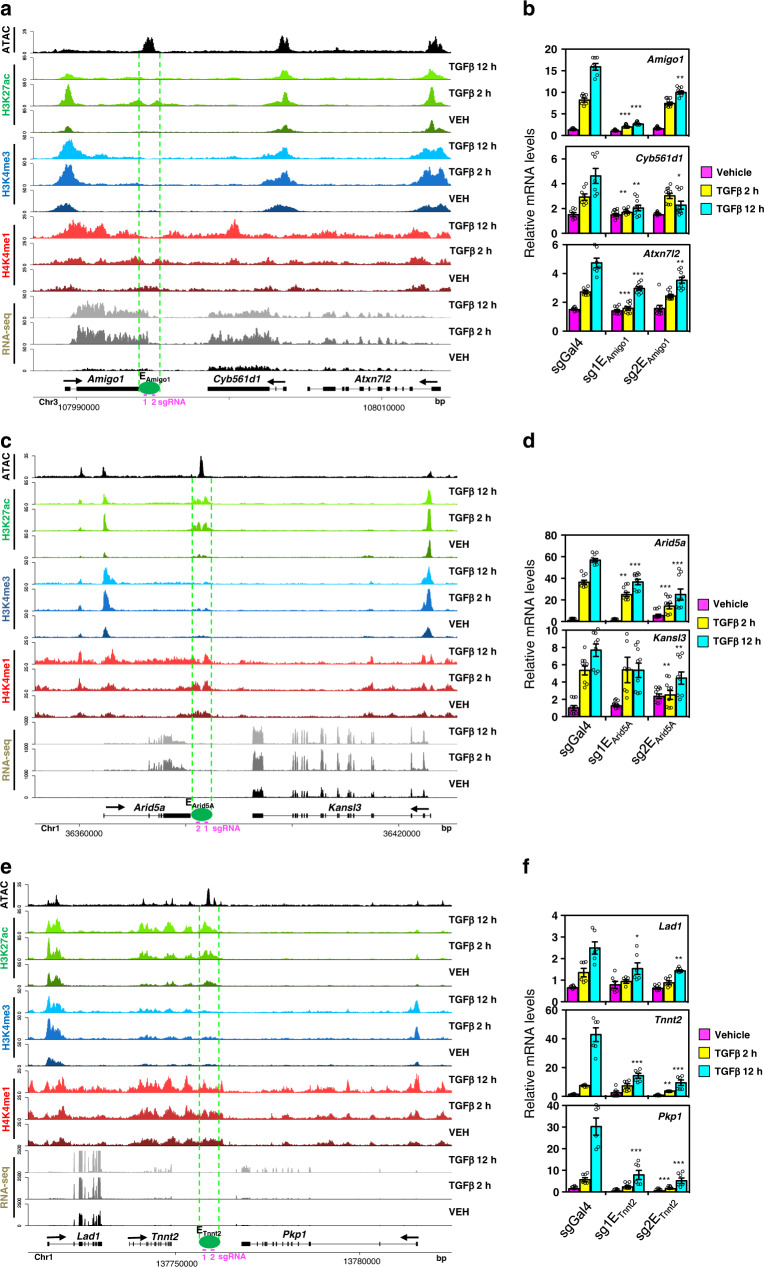
CRISPR-mediated enhancer inactivation demonstrates promiscuous activity of enhancers on neighboring genes. **a**, **c**, **e** Screenshot of H3K27ac, H3K4me1, H3K4me3, RNA-seq, and ATAC-seq tracks at three different genomic regions. Position of a TGFβ-regulated enhancer is shown. For the inactivation of the enhancers by CRISPRi, two different sgRNAs (pink) that target each enhancer were used. **b**, **d**, **f** Determination of mRNA levels of the indicated genes by RT-qPCR analysis. Values were normalized to the *Gapdh* mRNA level. Values are average ± SEM of at least six determinations from three independent experiments. Statistical significance of the values with respect to the same timepoint of the negative control (a non-targeting sgRNA, sgGal4) were determined with the two-tailed Mann–Whitney non-parametric test. *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001. Sample size (*n*) of each distribution and exact *p*-values are provided in Supplementary Data 5. Source data are provided as a Source Data file.

### Relationship between TRD and chromatin 3D organization

Numerous data indicate that enhancers interact with promoters through a loop mechanism^48^. By analyzing Hi-C data from TGFβ treated NMuMG cells^49^, we detected a higher frequency of contacts between TRD enhancers with promoters of the same TRD than with other close promoters (Supplementary Fig. 15a). However, only 0.9% of TRDs correspond to Topologically Associating Domains (TADs) (which are characterized by preferential self-interaction in Hi-C experiments^50^). Further, a strong directionality index^50^ change was found at TAD borders (as expected) but not at TRD borders (Supplementary Fig. 15b). The average size of TADs (1 Mb) does not correspond to the average size of TRDs (115 kb) either. 

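Of the genes labelled in Fig. 7a, Nuak2 and Klhdc8a had a log2FC at 2 h of 1.86 (SE 0.181, adjusted p = 0.00154) and 2.82 (SE 0.159, adjusted p = 0.000259; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the genes labelled in Fig. 7b, Paxx had a log2FC of -0.75 at 2 h (edgeR's adjusted p = 0.0174). Uap1l1, Sapcd2, Entpd2, Clic3 and Ptgds had -0.02, -0.36, -0.12, 0.16 and -0.33, with adjusted p-values of 0.138 and above. At 12 h the log2FC was -2.40 for Uap1l1, -6.80 for Sapcd2, -2.33 for Entpd2, -1.88 for Clic3, -1.69 for Paxx and -2.66 for Ptgds. The windows of Fig. 7b and Fig. 7c were read from their axes by eye, and only these were used, since those labelled genes that have a position in NCBIM37 (all but Paxx) lie inside them. The legend of Fig. 7b gives 2 h, yet the panel, read by eye, draws Sapcd2 near its log2FC at 12 h. The 2 h counts in its window may therefore not describe what the panel shows. In the window of Fig. 7b, 11 of 27 expressed genes were higher and 16 lower at 2 h, and 0 in each direction had an adjusted p under 0.05. Paxx has no position and is not among these 27. Under the fit with the replicate block 2 were higher and 3 lower with an adjusted p under 0.05. In the window of Fig. 7c, 8 of 23 expressed genes were higher and 15 lower at 2 h. Of these, 3 in each direction had an adjusted p under 0.05 (4 in each direction with the replicate block), and Eps8l3 had the lowest log2FC, -1.51, and Amigo1 the highest.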

Finally, while TRDs are defined by gene co-regulation, most TADs contain genes differently affected by TGFβ (Fig. 7a–d). These data indicate that TRDs are not TADs.

**Fig. 7:**
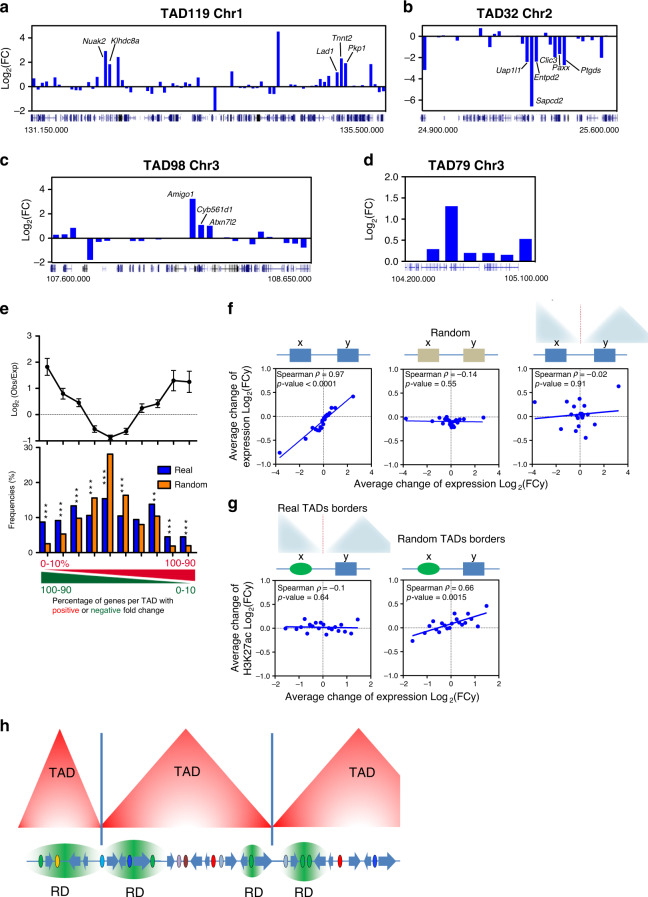
TRDs Differ from TADs but are Constrained by TAD Borders. **a**–**d** Changes of mRNA levels (2 h TGFβ versus vehicle) of genes contained at the indicated TADs. Co-regulated genes at TRDs are shown. **e** Top panel: ratio of observed versus expected frequencies of TADs with distinct proportions of genes with upregulated or downregulated FC (FC > 1 or FC < 1; 2 h TGFβ versus vehicle). Values are means ± SD. Bottom: histogram of the frequencies of TADs for the observed (blue) or randomized (orange) position of genes. TADs (*n* = 688) were binned into ten intervals depending on the percentage of up- versus downregulated genes. Significance was determined by comparing the real value with 500 randomizations of the gene order (see Methods). Probabilities (*p*) of the real number considering Normal distribution are provided. **p ≤ 0.001; ***p ≤ 0.0001. Exact *p*-values are provided in Supplementary Data 5. Data for 12 h are given in Supplementary Fig. 15 c. **f** Correlation between change of expression (12 h TGFβ versus vehicle) of every pair of expressed contiguous genes (x, y) of the genome using real chromosomal order (left), random gene order (middle) or pairs of contiguous genes separated by a TAD border (right). Spearman correlation coefficient and *p*-values are shown. Data were binned into 20 intervals. Data for 2 h are given in Supplementary Fig. 15d. **g** Correlation plot between change of H3K27ac signals of enhancers (ChIP-seq signal 2 h TGFβ versus vehicle) and change of mRNA level (RNA-seq signal 2 h TGFβ versus vehicle) of their closest gene separated by real (left), or by random TAD borders (right). Data were binned into 20 intervals. Data for 12 h are given in Supplementary Fig. 15e. **h** Model of influence of TGFβ-regulatory domains (TRD) and other regulatory domains (RD) constrained by the insulating activity of TAD borders. Small TADs can harbor a single RD. Source data are provided as a Source Data file.

However, we also found a number of TADs with all their expressed genes affected by TGFβ in the same way (93 at 2 h and 70 at 12 h; only TADs with >3 expressed genes were considered) (see example in Fig. 7d). To determine whether this reflected an statistically significant tendency of coordinated regulation within TADs, we calculated the percentage of genes per TAD with a positive or negative FC after TGFβ treatment^51^. We observed more TADs than randomly expected with all their genes activated (*p* = 7.7 × 10^−6^ for 2 h and 1.7 × 10^−5^ for 12 h) or repressed (*p* = 1.7 × 10^−28^ for 2 h and 1.2 × 10^−7^ for 12 h) by TGFβ, while we observed fewer TADs than randomly expected with around 50% of genes activated or repressed (*p* = 5.9 × 10^−15^ for 2 h and 2.5 × 10^−7^ for 12 h) (Fig. 7e and Supplementary Fig. 15c, Supplementary Data 5). Taken together, these results suggest that while TRDs are distinct from TADs, TAD organization influences co-regulation of the genes by TGFβ.

Next, we investigated the role of TAD boundaries on gene-gene and enhancer-gene co-regulation. 

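Each expressed gene was paired with the next gene in chromosomal order where that gene was also expressed, which gave 7141 pairs. Across these pairs, which are not independent replicates, Spearman's rho of the log2FC was 0.246 at 2 h and 0.186 at 12 h. In 1000 random orders of the expressed genes rho lay between -0.0382 and 0.0393 at 2 h and between -0.0343 and 0.0346 at 12 h (permutation p = 0.001 at both times, the smallest that the random orders can give). With pairs averaged in 20 bins of the log2FC of the first gene, rho was 0.979 at 2 h and 0.946 at 12 h (permutation p = 0.001 again). Log2FC from the fit with the replicate block gave a rho over pairs of 0.247 at 2 h and 0.185 at 12 h. The largest change came at 12 h from pairing neighbors among expressed genes only, with a rho of 0.154. The difference between 2 replicates of one group is also correlated between contiguous genes, with a rho of 0.0939 in vehicle, 0.188 at 2 h and 0.122 at 12 h.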

We observed a clear correlation between TGFβ-dependent change of mRNA levels of every two contiguous neighboring genes that disappeared when gene positions were randomized (Fig. 7f and Supplementary Fig. 15d). Notably, contiguous genes separated by a TAD boundary had little or no co-regulation (Fig. 7f and Supplementary Fig. 15d), indicating that TAD boundaries are critical for suppressing co-regulation between contiguous genes. Similarly, the strong correlation that we found between H3K27ac and gene expression changes of close enhancer-gene pairs (Fig. 4c) was lost when enhancer-gene pairs separated by a TAD border were analyzed (Fig. 7g and Supplementary Fig. 15e). In contrast, if TAD borders were randomized, the linear correlation was recovered, demonstrating that, as expected, TAD borders insulate TGFβ-regulated enhancers from TGFβ-regulated genes.

Finally, we have computed the occupancy of CTCF at TAD and TRD borders by using mouse mammary ChIP-seq data and our CTCF ATAC-seq footprints. Both methods clearly demonstrated high and very significant density of CTCF at TAD borders (Supplementary Fig. 16), as expected. However, although some increase was observed at TRD borders using ChIP-seq data, it was not significant with respect to the background, suggesting that TRD limits are mostly not determined by CTCF.

## Discussion

In this study, we reveal that TGFβ causes a fast and widespread increase of accessibility at enhancers and TSS, using both canonical and non-canonical TGFβ pathways. We also describe the enhancer repertoire of NMuMG cells and characterize its regulation by TGFβ, suggesting a role of AP-1 together with SMAD proteins in TGFβ−dependent enhancer regulation. We extensively investigated the genomic organization of TGFβ-regulated enhancers and genes. Most TGFβ-regulated genes are close to TGFβ-regulated enhancers. Often, TGFβ-regulated genes are grouped into what we term TGFβ regulatory domains (TRDs), which differ from TADs but are constrained by TAD boundaries. Enhancers display a promiscuous activity within TRDs, with one enhancer able to regulate several genes.

Signal-driven TFs (SDTFs) can activate specific enhancers, mostly among the repertoire of cell-type-specific accessible enhancers^5,6,10,15^, although de novo activation from latent enhancers has been also reported^16,17^. Indeed, we show that most TGFβ-regulated enhancers were already active or primed before TGFβ treatment. Unexpectedly, however, we also found that shortly after addition of TGFβ, a massive chromatin opening occurs at most active and primed enhancers of the genome and in a number of latent enhancers, irrespectively of whether the enhancer will be activated, repressed, or not regulated. This result clearly establishes and separates two different regulatory events: the change of chromatin accessibility and the enhancer activation or repression decision. Thus, we speculate that, for some stimuli, the cell first uses an indiscriminate strategy to make most of the active and primed enhancers accessible, prior to moving to a more specific regulation that specifies, which enhancers will be activated or repressed. However, we cannot rule out that pervasive chromatin opening is part of a rapid stress response that might not be specifically related to TGFβ. More ATAC-seq dynamic studies are required to verify whether widespread opening is a prerequisite for signal-dependent enhancer selection triggered by other stimuli.

Which factors are responsible for this widespread enhancer opening? We showed that silencing SMAD4 impaired widespread chromatin opening. Furthermore, we found that SMAD3/4 occupancy is enriched in enhancers that strongly gained accessibility at 2 h and 12 h after TGFβ addition. However, SMAD2/3 was only present in about 25% of all enhancers that gain accessibility. In fact, AP-1 footprints were strongly enriched in most enhancers, with a strong correlation between AP-1 occupancy and the increase of enhancer accessibility at 2 h and 12 h after TGFβ addition. Direct interaction and transcriptional cooperation between SMAD proteins and components of AP-1 (such as JUN, JUNB and FOS) have been reported^7,52,53^. Consistently, a fraction of SMAD2/3-containing enhancers that strongly gained accessibility, also contained footprints for AP-1, suggesting cooperation of these factors for enhancer opening. An important role of AP-1 in enhancer opening and BAF chromatin remodeling complex recruitment has been demonstrated in different cell types^16,54–57^.

In addition to the canonical TGFβ pathway, inhibition of kinases of the non-canonical pathway (MEK and TAK1) abolished chromatin opening. MEK activates ERK, a well-known player of the TGFβ signaling^58^. ERK may regulate chromatin opening in several ways, including AP-1 and other transcription factors regulation^59–63^, phosphorylation of histone H3 at serine 10 through MSK1^64,65^ and direct regulation of the chromatin and transcription machinery^66,67^. TAK1 is also a component of the TGFβ non-canonical signaling pathway that acts upstream of JNK^58,68^, which regulates AP-1. Therefore, our data point to both SMAD2/3/4 and AP-1 TFs as being mainly responsible for pervasive enhancer chromatin opening at 2 h and 12 h after TGFβ. However, AP-1 and SMAD2/3/4 footprints were not enriched in highly opened chromatin after 10 min. Furthermore, at this early time, Jun and Fos protein levels have not yet been induced by TGFβ. At this time ETS TF footprints were enriched in enhancers that strongly gained accessibility. As many ETS factors are direct targets of ERK^69^, the ERK-ETS pathway might lead a first wave of accessibility, at least in a subset of enhancers.

Even though about 80% of enhancers in a cell gained accessibility upon TGFβ addition, only about 28% of them presented increased or decreased H3K27ac levels (indicating activation or repression, respectively, by TGFβ) Activated enhancers were strongly enriched in SMAD3, SMAD4, and AP-1 footprints and displayed a stronger chromatin opening. In sharp contrast, repressed enhancers were not enriched in SMAD3 or SMAD4 footprints and were negatively enriched in AP-1 footprints as compared to other enhancers. However, ChIP-seq data demonstrate an important SMAD2/3 occupancy of a number of repressed enhancers. Early-repressed enhancers presented a significant enrichment in footprints of TEAD factors. In human embryonic stem cells, a complex of TEAD factors, SMAD2 and SMAD4 has been shown to repress mesodermal genes through binding and repression of enhancers^70^. Consistent with a role of TEAD factors in TGFβ-dependent enhancer repression also in mammary epithelium, we found upregulation of several TEAD factors (and especially of TEAD2) at 2 h and 12 h of TGFβ treatment (1.6- and 4-fold upregulation, respectively; Supplementary Data 1). 

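At 2 h, Tead2 (Entrez 21677) rose from 41.1 ± 5.46 to 64.2 ± 7.51 CPM (SD, n = 2), a log2FC of 0.64 (SE 0.136, adjusted p = 0.0247 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 12 h it stood at 166.8 ± 4.69 CPM, a log2FC of 2.02 (SE 0.139, edgeR's adjusted p = 0.000121). In edgeR's fit with the replicate block the adjusted p of Tead2 was 0.00151 at 2 h and 3.43e-07 at 12 h, and with total counts without TMM factors the log2FC at 2 h was 0.53 (adjusted p = 0.0541). Tead1 had a log2FC of 0.36 at 2 h (SE 0.243, adjusted p = 0.371) and 0.58 at 12 h (SE 0.243, adjusted p = 0.0955, and 0.0447 with the block). Tead3 had 0.01 at 2 h (SE 0.152, adjusted p = 0.973), whose sign depended on the scaling, and 0.74 at 12 h (SE 0.150, adjusted p = 0.00795). Tead4 had 0.15 at 2 h (SE 0.233, adjusted p = 0.713) and 0.13 at 12 h (SE 0.233, adjusted p = 0.676).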

SNAI1 is one of the master regulators of the EMT process^71^ and the *Snai1* gene is strongly upregulated by the TGFβ treatment (see Supplementary Data 1). 

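Snai1 (Entrez 20613, chromosome 2) had 2 and 3 counts in the vehicle libraries, so its fold change is a lower bound. It was counted at 9.78 ± 0.872 CPM at 2 h and 11.2 ± 0.969 CPM at 12 h (SD, n = 2), at least 53.2-fold and 61.1-fold higher than with vehicle. The adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.000212 at 2 h and 4.90e-05 at 12 h, and with the replicate block 2.94e-06 and 3.41e-07.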

Notably, we did not find SNAI1 motifs or footprints in the enhancers identified in this work. Several works have shown binding of SNAI1 to promoters^72–79^, suggesting that this factor is more likely associated with promoters rather than with enhancers.

Enhancers can regulate genes from large distances through genomic loops^48^. Our data indicate, however, that most genes robustly regulated by TGFβ (79% of the upregulated, and 56% of the downregulated) were in the close vicinity of an enhancer that is also regulated by TGFβ in the same direction. This tendency for parallel regulation often extended to several genes around the enhancer in a continuous manner (e.g., jumping of interposed genes is not frequent), indicating that enhancers generate regions of gene co-regulation. Indeed, we found 372 clusters of co-regulated genes, which we termed TRDs. Most TRDs contain at least one enhancer within their limits or in their close proximity, and their average size is about 115 kb. Previous evidences of regulatory domains somewhat similar to TRDs have been reported. For instance, after analyzing the reporter activity of hundreds of transposon integrations in the mouse genome, Symmons and co-workers^80^ identified 46 regions of the genome (median size of 359 kb) at which adjacent integrations presented similar expression patterns, suggesting that enhancers act in a largely undiscriminating manner within these regions. Based on cohesins ChIA-PET data, Young and collaborators created the concept of insulated neighborhoods as specific DNA-loop structures, including one enhancer and one or two genes regulated by that enhancer. Insulated neighborhoods promote enhancer-promoter interactions, are delimited by CTCF-binding sites and are within TADs but are different from TADs^81–83^. Although some TRD characteristics are consistent with those of insulated neighborhoods, we did not observe a high density of CTCF at TRD borders. Within TRDs, not all genes are regulated with the same intensity by the enhancer. While we found a strong dependence of enhancer-gene proximity (Fig. 4c), there are also multiple cases in which genes at positions ±2 with respect to the enhancer were regulated by TGFβ more strongly than the interposed gene at ±1, indicating that the strength of the enhancer-promoter influence depends not only on the distance and gene order with respect to the enhancer, but also on other promoter-enhancer specificity factors.

Clustering of co-regulated or co-expressed genes has been previously reported^84–87^, and enhancers have been proposed as probable regulatory elements responsible for co-regulation^88–90^. However, to our knowledge, functional experiments that demonstrate this statement have not been reported. We show that inactivation of three different enhancers from three TRDs impairs TGFβ-dependent regulation of the two to three genes in the neighborhood of the enhancers, demonstrating that enhancers have a more unrestrained activity than previously anticipated. We favor the view that, at least a subset of TGFβ-dependent enhancers display a rather promiscuous preference for surrounding genes.

To which extent TADs control transcription is still open to discussion^91–93^. Our data indicate that TRDs differ from TADs, and that TADs are not units of co-regulation. Indeed, most TADs contain genes that are differently affected by TGFβ. However, our analysis of the frequency of co-regulated genes in TADs showed a small but significant tendency of the genes of a TAD to be co-regulated, as also reported by others^51,94,95^. It is well-established that TAD borders are enriched in CTCF-binding sites and have enhancer-promoter insulation activity^50^. We confirmed in our system that gene co-regulation and enhancer-gene regulation drastically decrease across TAD borders. Extending the concept to other regulatory domains (RDs), we favor a model in which RDs are the building block of co-regulation. However, the insulating activity of TAD borders obligates most RDs to reside within single TADs, resulting in a bias towards co-regulation of the genes within TADs (see model in Fig. 7h and real examples in Fig. 7a–c). As RDs have 2 to 3 genes on average, 100% co-regulation of the genes of a TAD is mostly observed in small TADs that only harbor a single TRD. We think that this view can reconcile opposing results describing fundamental or marginal roles of TADs in gene expression^96^.

In summary, our work provides a valuable catalog of enhancers and their regulation by TGFβ in the model cell line NMuMG. In addition, our results also shed light about fundamental aspects of genome organization and enhancer biology.

## Methods

### Cell culture and treatments

Normal murine mammary gland NMuMG cells (provided by José Antonio Pintor-Toro, CABIMER, in 2014) were cultured in Dulbecco’s modified Eagle’s medium containing 10% fetal bovine serum (FBS) and 10 μg/ml insulin (complete medium), until reaching 70–80% confluency. HEK293T cells were grown in Dulbecco’s modified Eagle medium (DMEM) with 10% fetal bovine serum (FBS). Human epithelial MCF7 cells were cultured in RPMI medium containing 10% FBS and supplemented with L-glutamine 2 mM. RPE1 cells were grown in DMEM-F12 medium containing 10% FBS and supplemented with L-glutamine 2 mM. All the cell culture media included penicillin (100 U/ml) and streptomycin (100 μg/ml). TGFβ treatments were performed after 6 h of serum starvation, except when indicated. All serum starvation treatments of the NMuMG cells also include deprivation of insulin. In some experiments, TGFβ treatments were performed in normal complete medium (Supplementary Fig. 2b–e) or after 24 or 48 h of serum and insulin starvation (Supplementary Fig. 2f). For TGFβ treatments, 5 ng/ml TGFβ1 diluted in 4 mM HCl, 1 mg/ml BSA (240-B, R&D Systems) or 4 mM HCl 1 mg/ml BSA (vehicle, as control), was added to the medium for the indicated time.

### ATAC-sequencing

The ATAC experiments were performed according to ref. ^28^. NMuMG cells were treated with either vehicle or TGFβ for 2 or 12 h (after 6 h of serum and insulin starvation), vehicle or TGFβ-treated for 10 min (after 6 h of serum and insulin starvation) or vehicle or TGFβ-treated for 2 h (in complete medium); and then collected and treated with transposase Tn5 (Nextera DNA Library Preparation Kit, Illumina). DNA was purified using MinElute PCR Purification Kit (Qiagen). All samples were then amplified by PCR using NEBNextHigh-Fidelity 2× PCR Master Mix (New Englands Labs) with primers containing a barcode to generate libraries. DNA was again purified using MinElute PCR Purification kit and samples were sequenced using Illumina NextSeq 500 system (Illumina) with 75 bp paired-end reads at the Genomic Unit of CABIMER (Sevilla, Spain)

### ATAC-see experiments

For ATAC-see experiments, cells were grown on coverslips and processed according to ref. ^29^. For kinetic analyses, NMuMG cells were changed to serum- and insulin-free medium for 6 h and then were treated with vehicle or TGFβ for 5, 10 min, 1, 2, and 12 h before fixation with 4% paraformaldehyde in phosphate-buffered saline (PBS) for 10 min. For the study of the canonical pathway, cells were transfected with siCT or DsiSMAD4 (IDT, Leuven, Belgium) (previously used in ref. ^97^), using Lipofectamine RNAiMAX (#13778-150, Thermo Fisher) according to manufacturer instructions. After 48 h, cells were serum- and insulin-depleted for 6 h and treated with vehicle or TGFβ for 10 min before fixation. For the study of the non-canonical pathway, cells were first serum- and insulin-depleted for 4 h. Then, cells were treated with DMSO or SB431542 (S4317, Sigma-Aldrich), U0126 (S1102, Selleckchem) and TAKINIB (SML2216, Sigma-Aldrich) inhibitors at 10 μM for 2 additional hours and finally cells were treated with vehicle or TGFβ for 10 min. Other ATAC-see experiments were performed under the conditions detailed in figure legends. After fixation, cells were permeabilized with lysis buffer (10 mM Tris–HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.01% Igepal CA-630) for 10 min at room temperature. Next, coverslips were rinsed in PBS twice and put in a humidity chamber box at 37 °C. The transposase mixture solution (25 μl 2× TD buffer, final concentration of 100 nM Tn5-ATTO-59ON, adding dH_2_O up to 50 μl) was added on the coverslips and incubated for 30 min at 37 °C. As a negative control 50 mM EDTA was added to the Tn5-ATTO590N reaction buffer. After the transposase reaction, coverslips were washed with PBS containing 0.01% sodium dodecyl sulfate (SDS) and 50 mM EDTA for 15 min three times at 55 °C. Then, slides were stained with DAPI for 5 min and mounted using Vectashield for imaging.

### DNAseI-seq

DNase I hypersensitivity mapping was performed according to ref. ^98^ with brief modifications. NMuMG cells were either vehicle or TGFβ-treated for 2 h. The cells were trypsinized and pelleted before washing and resuspension in buffer A (15 mM Tris-Cl (pH 8.0), 15 mM NaCl, 60 mM KCl, 1 mM EDTA (pH 8.0), 0.5 mM EGTA (pH 8.0), 0.5 mM spermidine, 0.15 mM spermine). Nuclei were extracted by adding buffer A containing NP-40. The nuclei were washed with buffer A and resuspended in pre-warmed lysis buffer at a concentration of 5 × 10^6^/ml and then digested with 75 units of DNase I (Roche) for 5 min at 37 °C. The reactions were terminated by the addition of an equal volume of stop buffer and incubated at 55 °C. After 15 min, proteinase K (final concentration of 20 μg/ml) was added to each digestion reaction and incubated for 16 h at 55 °C. DNA was extracted by careful phenol-chloroform purification using phase-lock gel. DNA fragments of 50–300 bp were selected using low-melting agarose gel and was purified using GenElute Gel Extraction Kit (Sigma-Aldrich). DNA was again purified using MinElute PCR Purification kit and samples were sequenced using Illumina NextSeq 500 system (Illumina) with 75 bp paired-end reads at the Genomic Unit of CABIMER (Sevilla, Spain).

### RNA sequencing

Total RNA from NMuMG cells, treated with either vehicle or TGFβ for 2 or 12 h, was extracted using the RNeasy kit (74106, QIAGEN). Then, libraries were prepared with the TruSeq Stranded TOTAL RNA kit (Illumina). The sequencing was performed with a HiSeq 2000 system (Illumina) with 50 bp single-end reads at the Genomics *Core* Facility (EMBL Heidelberg).

### ChromRNA sequencing

Cellular fractionation was carried out according to ref. ^99^, based in the protocol described in ref. ^100^. Cell pellets were resuspended in 400 μl cold cytoplasmic lysis buffer (0.15% NP-40, 10 mM Tris pH 7.5, 150 mM NaCl) and incubated on ice for 5 min. The lysates were layered onto 1 ml cold sucrose buffer (10 mM Tris pH 7.5, 150 mM NaCl, 24% sucrose w/v), and centrifuged in microfuge tubes at 3500 g for 10 min. The nuclear pellets were gently resuspended into 250 μl cold glycerol buffer (20 mM Tris pH 7.9, 75 mM NaCl, 0.5 mM EDTA, 50% glycerol). An additional 250 μl of cold nuclei lysis buffer (20 mM HEPES pH 7.6, 7.5 mM MgCl_2_, 0.2 mM EDTA, 0.3 M NaCl, 1 M urea, 1% NP-40, 1 mM DTT) was added to the samples, followed by a pulsed vortexing and incubation on ice for 2 min. Samples were then spun in microfuge tubes for 2 min at 13,000 × *g*. Fifty microliters of cold PBS was added to the remaining chromatin pellet, and gently pipetted up and down over the pellet, followed by a brief vortex. Then RNA was extracted using TRIZOL and treated with TURBO DNA-free kit (AM1907, Invitrogen) for DNA removal according to manufacturer’s instructions. Libraries preparation and sequencing was as described in the RNA sequencing section.

### ChIP sequencing

ChIP assays were performed according to ref. ^101^ with some modifications. Briefly, NMuMG cells treated with either vehicle for 2 h or TGFβ for 2 or 12 h were crosslinked in 1% formaldehyde for 10 min at room temperature followed by addition of glycine (125 mM final concentration) for 5 min. Nuclei were isolated using lysis buffer 1 (5 mM Pipes pH 8, 85 mM KCl, 0.5% NP-40, and complete protease inhibitor cocktail (Roche)) and were lysed using lysis buffer 2 (1% SDS, 10 mM EDTA, 50 mM Tris–HCl pH 8.1, and complete protease inhibitor cocktail (Roche)). Chromatin was sheared into an average size of 500 bp by eight pulses of 30 s (30 s pause between pulses) at 4 °C in the water bath sonicator Bioruptor (Diagenode, Liège, Belgium). Thirty micrograms of chromatin were diluted 1:10 in IP buffer (0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris–HCl pH 8.1, 167 mM NaCl, 1% sodium deoxycholate) and incubated overnight at 4 °C in rotation with 3 µg of the respective antibodies: anti-H3K27ac (Ab4729, Abcam), anti-H3K4me1 (Ab8895, Abcam) and anti-K3m4me3 (Ab8580, Abcam). Immunoprecipitations were incubated for 2 h at 4 °C in rotation with protein A Dynabeads (Invitrogen) and then washed with wash buffer 1 (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris–HCl pH 8.1, and 150 mM NaCl, 1% sodium deoxycholate), wash buffer 2 (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris–HCl pH 8.1, 500 mM NaCl, 1% sodium deoxycholate), wash buffer 3 (0.25 M LiCl, 1% NP-40, 1% sodium deoxycholate, 1 mM EDTA, 10 mM Tris–HCl pH 8.1), and twice with TE1x buffer (10 mM Tris–HCl pH 8.0, 1 mM EDTA). The complexes were eluted twice from the beads with elution buffer (1% SDS in TE1x buffer) by incubating 10 min at 65 °C. The eluates and the inputs were incubated overnight at 65 °C for de-crosslinking and treated with Proteinase K for 1 h at 37 °C. Chipped DNA was purified with phenol:chloroform extraction followed by ethanol precipitation and resuspended in miliQ water. The sequencing was performed with the HiSeq 2000 system (Illumina) with 50 bp single-end reads at the Genomics *Core* Facility (EMBL Heidelberg).

### ChIP qPCR

ChIP assays were performed as described above for ChIP sequencing, using anti-H3K27ac (Ab4729, Abcam) and anti-CRIPSR-Cas9 (C15310258-100, Diagenode). Rabbit IgG (Sigma) was used as a control for non-specific interactions. Chipped DNA was purified using ChIP DNA Clean & Concentrator kit (Zymo Research), and eluted in 50 µl of elution buffer. Input was prepared with 10% of the chromatin material used for immunoprecipation. Input material was diluted 1:5 before PCR amplification. Quantification of immunoprecipitated DNA was performed by real-time PCR (qPCR) with the Applied Biosystems 7500 FAST real-time PCR system, using Applied Biosystems Power SYBR green master mix. Sequences of all oligonucleotides are listed on Supplementary Data 4. Data are the average of two or three biological independent replicates and three technical replicates of each biological replicate.

### Western blotting

Western blotting were performed according to ref. ^102^, using the following antibodies: anti-cFos (2250, Cell Signaling. Dilution 1/1000), anti-cJun (60A8; 9165, Cell Signaling. Dilution 1/1000), anti-alfa-Tubulin (DM1A; T9026, Sigma. Dilution 1/1000), anti-Erk1/2 (P28482, Millipore. Dilution 1/1000), and anti-Phospho-Erk1/2 (thr202/Tyr204) (9101, Cell Signaling. Dilution 1/1000), anti-SMAD4 (SC-7996, Santa Cruz. Dilution 1/250). As secondary antibodies anti-mouse-HRP and anti-rabbit-HRP (Sigma-Aldrich. Dilution 1/1000) were used.

### CRISPR interference

For enhancer inactivation we used CRISPRi technology described in ref. ^47^. First the NMuMG-dCAS9 cell line was established as follows. For lentiviral particles preparation 2 × 10^6^ HEK293T cells were transfected with Fugene 6 (Promega) using 7.5 μg of the transfer vector pHR-SFFV-dCas9-BFP-KRAB (this plasmid was a gift from S. Qi & J. Weissman (Addgene plasmid # 46911; http://n2t.net/addgene:46911; RRID:Addgene_46911)^47^ with 5 and 2.5 μg of the packaging plasmids pCMVDR8.91 and pVSVG, respectively. Lentiviruses were harvested 72 h post-transfection, passed through a 0.45-μm filter and concentrated by ultracentrifugation at 100,000 × *g* for 90 min. Virus particles were resuspended in DMEM, snap frozen in liquid nitrogen and stored at −80 °C. After tittering, NMuMG cells were infected with pHR-SFFV-dCas9-BFP-KRAB lentiviruses using polybrene 8 μg/ml. Single BFP-positive cells were sorted 72 h after infection into individual wells of a 96-well plate, containing a mixture of fresh and conditioned medium (1:1), and then one clone was chosen after BFP signal and EMT functional validation. Then, NMuMG cell pools expressing specific sgRNAs were established as follows. To design sgRNAs we selected neighboring region for ATAC-seq peak submit and use IDT (https://eu.idtdna.com/site/order/designtool/index/CRISPR_CUSTOM) and CRISPOR (http://crispor.tefor.net/) tools. Designed sgRNA for selected enhancers (Supplementary Data 4) were inserted into sgRNA expressing lentiviral vectors pU6-sgGAL4-1 (this plasmid was a gift from S. Qi & J. Weissman (Addgene plasmid # 46915; http://n2t.net/addgene:46915; RRID:Addgene_46915)^47^. Then lentiviral particles were produced and purified as above. After tittering, NMuMG-dCAS9 cells were infected with sgRNA expressing lentiviruses and selected with puromycin 1 μg/mL for one week before working with the selected pool.

### Determination of mRNA by quantitative reverse transcription PCR (RT-qPCR)

Total RNA was prepared by using the RNeasy Kit (Qiagen), as described in the manufacturer’s instructions, including DNase I digestion to avoid potential DNA contamination. Complementary DNA (cDNA) was generated from 3 μg of total RNA using SuperScript First Strand Synthesis System (Invitrogen). Two 2 µl of generated cDNA solution was used as a template for real-time PCR (qPCR). Gene products were quantified by qPCR with the Applied Biosystems 7500 FAST Real-Time PCR System, using Applied Biosystems Power SYBR Green Master Mix. Values were normalized to the expression of the *Gapdh* housekeeping gene. At least three biological replicates and three technical determinations were performed in each case. All oligonucleotide sequences used are listed in Supplementary Data 4.

### Computational methods and statistical analysis

Most of analyses were performed using R (v3.4.4), Rstudio (v0.99.879) and Bioconductor (v2.38).

### Statement on the use of the mm9 assembly

We used the GRCm37 (mm9) assembly to map all sequencing reads from mouse origin in this study (ATAC-seq, RNA-seq, ChromRNA-seq, DNaseI-seq and ChIP-seq) because many programs did not support yet the mm10 build when we started our study. As our study compares samples across different treatments and does not perform absolute analyses, re-aligning the reads to GRCm38 (mm10) should not significantly affect our conclusions.

### Processing of ATAC-seq data

ATAC-seq data were processed (trimmed, aligned, filtered, and quality controlled) for each condition independently, using the ATAC-seq pipeline from the Kundaje lab (https://github.com/ENCODE-DCC/atac-seq-pipeline). Information about read depth can be found in the reporting summary. The model-based analysis of ChIP-seq macs2 (v2.1.2) was used to identify the peak regions with options -B, -q 0.01–nomodel, -f BAM, -g mm9. The Irreproducible Discovery Rate (IDR) method was used to identify reproducible peaks between two biological replicates. Only peaks reproducible between the two biological replicates (with IDR ≤ 0.05) were retained for downstream analyses. Peaks for all conditions of each experiment were then merged together into a standard peak list. For the experiment described in Figs. 1a and 2a, 52,626, 100,459, and 105,334 peaks were identified for vehicle, TGFβ2h and TGFβ12h conditions, respectively. Then sets of peaks for each condition were refined. All peaks smaller than 150 bp were discarded, and all peaks closer than 1000 bp were merged together using csaw (v1.12.0)^103^, obtaining 16,769, 32,545, and 33,077 peaks for each condition. Then, peaks for the three different conditions closer than 1000 bp were combined in a single set of peaks obtaining 39,432 unique regions. Similar procedures were used for the experiment described in Fig. 2b and Supplementary Fig. 2c–e. In all the cases summits were re-calculated using MACS2 refinepeak with default options. Peaks coordinates for downstream analysis were calculated as summit ± 500 bp. For enhancer assignment, those peaks that overlap with TSS ± 1000 bp of any transcript from mm9 UCSC KnownGene, were discarded using bedtools (v.2.27.1) subtract with -A options, obtaining 29,071 peaks, which were considered as putative enhancers. Correlation between replicates were calculated using multiBamSummary and plotCorrelation from deeptools (v3.1.3) using default options. Shushi package (v.1.16.0) was used for data visualization.

### Processing of DNaseI-seq data

DNaseI-seq data was processed following the same pipeline as ATAC-seq data but using specific options for DnaseI-seq. Information about read depth can be found in the reporting summary.

### Classification of enhancers according to increase of accessibility

To classify enhancers according to the increase of accessibility, reads were counted in full-length of ATAC-seq peaks using regionCounts() from csaw with minq = 40 option. To normalize data, first we count reads in full genome using windowCounts() with bin  = TRUE, width = 2000 and minq = 40 options; then normalization factors were calculated using normOffsets(). After that, estimateDisp(), glmQLFit() and glmLRT() from edgeR package (v3.20.9) was used for calculating log_2_FC and statistics. Enhancers were then classified into four groups: FC < 1.5, 1.5≤FC < 2, 2≤FC < 4 and FC ≥ 4, obtaining 4810, 8926, 14,222, and 1113 for TGFβ2h vs veh comparison; and 3988, 7010, 15,362, and 2771 for TGFβ12h vs. veh. EnrichedHeatmap (v1.12.0) package was used for drawing heatmaps. In Fig. 2a rows were ordered according to decreasing ATAC-seq cpm for TGFβ2h or TGFβ12h (merged replicates). Differential ATAC-seq signal analysis (Supplementary Fig. 1b) was also performed in full-length ATAC peaks overlapping TSS (promoters), putative enhancers and the whole genome outside ATAC-seq peaks (rest) using regionCounts() with same parameters as above.

### Analysis of ATAC-see using TANGO

Confocal microscopy images were analyzed using TANGO^30^ plugin from imageJ^104^. To determine nuclei area we used standard protocol for segmentation and post-filters obtaining 203 nuclei for vehicle condition and 194 for TGFβ2h from two independent experiments. To determine open-chromatin domains we used as pre-filters standard fast filters 3D and LoG 3D(BIG) filter. Then 3D spot detector was used for segmentation and region adjustment and merged regions were finally used as post-filters. Standard measure geometrical simple and signal quantification were performed to analyze open-chromatin domains features and signal distribution.

### ATAC-see signal quantification

Fluorescence microscopy images were analyzed using an imageJ^104^ macro as follow: first images were splitted by color. Then nuclei were segmented on DAPI max projection previous preprocessing and size-selection. ATTO590 signal was quantified in max projection images in nucleus-exclusive area after background subtraction. All experiments were median-normalized. Three independent experiments were performed. Number of nuclei quantified (*n*) per condition including the three replicates are provided in Supplementary Data 5.

### Motif-binding analysis with CentriMo

Motif-binding analyses was performed with CentriMo (v5.0.2)^105^ from MEME suite against all 579 binding motifs from JASPAR vertebrates^106^ with default options. CentriMo perform Central Motif Enrichment Analysis (CMEA), which better identified binding motifs involved in the regulation of Chip-seq or ATAC-seq peaks. Position Weigh Matrixes (PWM) for SNAI1 and SMAD 5GC^107^ binding motifs were also constructed and included in the analysis. For each category, enhancer sequences were shuffled five times for obtaining 5x random sequences with the same %CG content using scrambleFasta.pl from HOMER (v4.10.3) suite, and use that set of sequences as a background.

### Footprinting analysis

To identify footprints in enhancer sequences wellington_footprints.py script from pyDNase suite (v0.2.4)^108^ was used with -A option. Footprints were detected in TGFβ2h and TGFβ12h ATAC-seq data. Both ATAC-seq replicates for each condition were merged together for increasing the strength of footprint identification. For footprints enrichment analyses in different categories of chromatin accessibility first scrambleFasta.pl was used for obtaining 5x background sequences for each category. Then we look for motif-binding sites in real footprints and background sequences with FIMO (v5.0.0)^109^ using default option and *p*-value < 0.0001 as cutoff. Enrichment was calculated as:

1 $${\mathrm{Enr}} = \left( {{\mathrm{footprints}}\left[ {{\mathrm{motif}}} \right]/{\mathrm{footprints}}\left[ {{\mathrm{total}}} \right]} \right)/\left( {{\mathrm{footprints}}\_{\mathrm{bg}}\left[ {{\mathrm{motif}}} \right]/{\mathrm{footprints}}\_{\mathrm{bg}}\left[ {{\mathrm{total}}} \right]} \right)$$

where footprints[motif] is the number of footprints with a specific motif-binding sequence; footprints[total] is the number of total footprints; footprints_bg[motif] is the number of footprints with a specific motif-binding sequence in the background set of sequences; and footprints_bg[total] is the number of total footprints in the background set of sequences. *p*-values were calculated using fisher.test() from R stats package. Enrichment heatmap was plotted using gitools (v2.3.1) including most representatives motives.

Measurement of Tn5 integrations was calculated in Bioconductor using GenomicAlignments (v.1.20.1), Biostrings (v2.52.0) and soGGi (v.1.16.0) packages. Briefly, all ATAC-seq fragment smaller than 100 bp (nucleosome-free regions) were extracted from TGFβ2h BAM file. Then we resized our reads to 1 bp and make the shift of 4 or −5 bp depending on strand to adjust for expected shift from insertion of Tn5 transposase to produce cut-sites.

Footprinting analysis in regulated enhancers was performed as above but using as a category background all enhancers sequences that are not included in that category. TGFβ2h ATAC-seq data were used for footprints identification in early categories of regulated enhancers, and TGFβ12h for late categories.

### SMAD2/3 ChIP-seq analysis

ChIP-seq data for SMAD2/3 in NMuMG cells were downloaded from GSE121254^36^, and aligned against mm9 mouse reference genome using align() function from Rsubread package (v1.28.1) with type = 1, TH1 = 2 and unique = TRUE parameters. Peak calling was performed using macs2 callpeak using input as control file and default options. Then, peaks were filtered using −log10(FDR) ≥ 5 criteria and those peaks that overlap with blacklisted region of the genome were removed using bedtools subtract with -A options resulting in 8401 peaks. Peaks that overlap with the TSS ± 1000 bp of any transcript from mm9 UCSC KnownGene were discarded obtaining 7503 peaks, of which 5906 overlap with our enhancers. Overlapping analysis between SMAD2/3 bound enhancers and enhancers classified according to its increase in chromatin accessibility at TGFβ2h and/or AP-1 footprints were performed using vecsets (v1.2.1) package. *p*-values were calculated using dhyper() function from stats R package. ATAC-seq signal density graphs (Supplementary Fig. 3f) were plotted for TGFβ2h using computeMatrix reference-point from deeptools with -a 2000 -b 2000 options in different sets of regions: AP-1 footprinted enhancers, SMAD2/3 bound enhancers and both (enhancers with AP-1 footprints and SMAD2/3 binding).

### RNA-seq analysis

Two independent biological replicates for each condition of RNA-seq data were primarily filtered using the FASTQ Toolkit v1.0.0 program. Data were aligned using subjunc function from Rsubread package, to map reads to the mm9 mouse reference genome using TH1 = 2 and unique=TRUE parameters. The downstream analysis was performed on bamfiles with duplicates removed using the samtools (v0.1.19) rmdup command. FeatureCounts() function from Rsubread package was used to assign reads to UCSC mm9 KnownGenes (miRNAs were discarded from the analysis) using GTF.featureType = “exon”, GTF.attrType = “gene_id” and strandSpecific = 2 parameters on duplicate removed bamfiles. Then differential gene expression analysis was performed using the voom/limma (v.3.34.9) and edgeR (v.3.20.9) Bioconductor packages^110^. Genes that were expressed at ≥2 counts per million counted reads in ≥2 replicates were analyzed, resulting in 11081 genes out of 21240 UCSC KnownGene. CalcNormFactors() function using TMM method was used to normalize samples. Differentially expressed genes with *p*-value<0.05 (empirical BAYES moderated *t*-statistics test with adjustments for multiple comparison.) were classified according to:

Early-downregulated: log_2_FC(TGFβ2h_vs_veh) < −1 and not log_2_FC(TGFβ12h_vs_TGFβ2h) > 1

Early-upregulated: log_2_FC(TGFβ2h_vs_veh) > 1 and not log_2_FC(TGFβ12h_vs_TGFβ2h) < −1

Late-downregulated: log_2_FC(TGFβ12h_vs_veh) < −1 and not log_2_FC(TGFβ2h_vs_veh) < −1

Late-upregulated: log_2_FC(TGFβ12h_vs_veh) > 1 and not log_2_FC(TGFβ2h_vs_veh) > 1

Transient-downregulated: log_2_FC(TGFβ2h_vs_veh) < −1 and log_2_FC(TGFβ12h_vs_TGFβ2h) < −1

Transient-upregulated: log_2_FC(TGFβ2h_vs_veh) > 1 and log_2_FC(TGFβ12h_vs_TGFβ2h) > 1

TGFβ-independent: expressed genes that are not included in any of the categories above.

Because of low number of genes in transient categories, they were not taken into account for downstream analyses. For MA plots (Supplementary Fig. 4a), log_2_FC were plotted against average expression (log_2_CPM) for all samples for each comparison. For boxplots of Supplementary Fig. 4b, distribution of log_2_CPM of the two independent replicates were plotted. For expression heatmap of Fig. 2h log_2_FC were plotted for selected genes using gitools.

### Histone ChIP-seq analysis

Two biological replicates of the ChIP-seq data for each condition and for each histone modification (H3K27ac, H3K4me1, and H3K4me3) were primarily filtered using the FASTQ Toolkit program. Data were aligned using align function from Rsubread package, to map reads to the mm9 mouse reference genome using type = 1, TH1 = 2 and unique = TRUE parameters. The downstream analysis was performed on bamfiles with duplicates removed using the samtools rmdup command. Information about read depth can be found in the reporting summary. Shushi package (v.1.16.0) was used for data visualization.

### Enhancer classification

For creating the NMuMG cells enhancer repertoire first H3K27ac and H3K4me1 signal was measured by counting reads in full-length ATAC-seq peaks (29071 non-TSS peaks) using regionCounts() from csaw package. For H3K4me1, coordinates were increased ±500 bp because H3K4me1 showed a broad distribution. Then, CPM and RPKM were calculated using all counted reads in ATAC-seq peaks as library size and combining replicates. Peaks whose RPKM were larger than percentile 25 of all RPKM for H3K27ac or 10 for H4K4me1 were considered as having the mark. Enhancers without H3K4me1 nor H3K27ac in vehicle condition but that acquire these marks with TGFβ treatment were classified as latent. Enhancers with H3K4me1 but no H3K27ac were classified as primed and those with both marks, as active. To classify enhancers according to its regulation by TGFβ, we analyze H3K27ac dynamics in vehicle, 2 h and 12 h TGFβ-treated ChIP-seq data, considering both replicates independently and using a pipeline, including csaw and edgeR (v3.20.9) packages. Reads were counted in full-length ATAC-seq peaks as above and normalization factors were calculated as normOffset() function with option type = “loess” parameter. For differential binding analysis scaleOffset(), estimateDisp(), glmQLFit() and glmLRT() functions was used. Then enhancers were classified in early-activated, early-repressed, late-activated and late-repressed, following same criteria as differentially expressed genes. For each comparison we also consider a *p*-value < 0.05 and average log_2_CPM > 0. Because of low number of enhancers in transient categories, they weren’t taking into account for downstream analyses.

EnrichedHeatmap package was used for drawing heatmaps. For Fig. 3a, rows were ordered according to decreasing H3K27ac CPM for TGFβ2h and all enhancers were plotted as summit ±500 bp increasing ±1500 bp from start and end. Boxplots of Supplementary Fig. 5, represents average CPM of the two replicates for each condition. Profiles screen-shot was constructed using sushi package (v1.16.0) on bedgraph constructed by bamCoverage from deeptools previous merging of replicates with samtools merge.

### ChromRNA-seq

Two biological replicates for each condition of ChromRNA-seq data were primarily filtered using the FASTQ Toolkit program. Data were aligned using subjunc function from Rsubread package, to map reads to the mm9 mouse reference genome using TH1 = 2 and unique = TRUE parameters. The downstream analysis was performed on bamfiles with duplicates removed using the samtools rmdup command. As short size of eRNAs, ChromRNA-seq reads were counted in summit ±200 bp for intergenic enhancers using regionCounts(). From 29,071 enhancers, those which overlap with any UCSC KnownGene transcript bodies (5 kb extended from the Transcription termination site (TTS) to avoid termination read-through reads) were discarded, resulting in 12857 intergenic enhancers. After read counting, we calculated CPM of eRNA for each eRNA-expressing enhancer. Correlation between H3K27ac levels and eRNAs levels shown in Supplementary Fig. 6b was calculated using H3K27ac levels of the 12857 enhancers where eRNAs were counted. For correlation between increase in H3K27ac and increase in eRNA shown in Supplementary Fig. 6c, d, first we filtered by expression, obtaining 3636 eRNA-expressing intergenic enhancers. Then, differential expression analysis using csaw and edgeR was computed.

### Analysis of the location of TGFβ-regulated genes with respect to TGFβ-regulated enhancers

To study the regulation of genes in the neighborhood of TGFβ-regulated enhancers, first we plotted log_2_FC distribution of genes adjacent to regulated enhancers. To determine position of genes with respect to enhancers, distances between gene TSSs and enhancers ATAC-seq peaks summit were calculated. Then genes were grouped according to: gene position with respect to the enhancers (upstream (-) or downstream(+)) and gene order with respect to the enhancer (1st to 4th). According to this classification, genes were called: enhancer-gene ± *n*, Eg ± *n*, with *n* = 1, 2, 3, and 4. Non-expressed genes were not taken into account for analysis. Randomization of enhancers was performed by shifting or by random sampling. For shifting randomization, lists of numbered enhancers for each recircularized chromosome were constructed and random enhancers were obtained by shifting enhancers 50 positions. So, if the regulated enhancer in at position n, the random enhancer is at position *n* + 50. For sampling randomization, all enhancers of each chromosome were randomly sampled. We obtained similar results with both randomization methods, however, we choose shifting method for considering it more conservative with genome structure. To study the dependency on enhancer-gene distance, we grouped genes located in 50 kb non-overlapping distance intervals (i.e., from summit to 50 kb, from 50 kb to 100 kb… upstream and downstream until 250 kb) from TGFβ-regulated enhancers of each enhancer category. The same was done for randomized enhancers. To study the correlation between change of activity of enhancers (measured as log_2_FC(H3K27ac)) and differential expression of the closest genes (log_2_FC), pairs of enhancer-closest gene were ordered according to increasing log_2_FC(H3K27ac) and grouped into 20 bins. Then, least squares fit analysis were performed to obtain r and slope. To study if enhancers operate in a continuous manner, first we subset those enhancers with one of their neighborhood genes (for example, Eg+2) robustly regulated (|log_2_FC | > 1 and adjusted *p*-value < 0.05). Then, log_2_FC distribution of the rest of genes in the neighborhood region (Eg-2, Eg-1, and Eg+1) were plotted. We only tested until Eg-2 and Eg+2 because of the small number of enhancers whose 3rd or 4th closest upstream or downstream gene is robustly regulated.

### Identification of clusters of co-regulated genes

To identify clusters of co-regulated genes, first we sorted all genes according to 5ʹ–>3ʹ chromosomal order using gene TSS coordinates and we looked for robustly regulated pairs of genes from the same category (early-upregulated, early-downregulated, late-upregulated, or late-downregulated) that are strictly contiguous. To determine if the number of co-regulated pairs of genes was higher than expected by chance, we computed a random distribution of this score by randomly sampling a number of genes identical to the number of robustly regulated genes for each category and looking for pairs of contiguous genes. This process was iterated 5000 times, obtaining a distribution of random pairs of co-regulated genes. Probability of obtaining the real number of pairs of co-regulated genes given the random distributions was obtained using (https://keisan.casio.com/exec/system/1180573188).

### Analysis of gene co-regulation

Similar to previous analysis, we numbered genes according to 5ʹ–>3ʹ chromosomal order using gene TSS coordinates (1, 2, …, *n*). Then, for every robustly TGFβ-regulated gene (|log2FC | > 1 and adjusted *p*-value <  0.05), log_2_FC of genes *n* ± *k* with *k* = 1, 2, 3, or 4, were plotted. Non-expressed genes were not taken into account for analysis. Random genes lists, per chromosome, were obtained by random sampling or by shifting 50 positions, as described above, with similar results. To study the effect of distance on co-regulation, we grouped genes into non-overlapping 50 kb distance intervals from robustly regulated gene TSSs (i.e., from TSS to 50 kb, from 50 kb to 100 kb… until 250 kb upstream and downstream) for each category and log_2_FC distributions were plotted. Similar analysis was done for genes randomized by shifting or by sampling with similar results.

### Study of the influence of co-regulation in intergenic transcription

To study the influence of co-regulation in intergenic transcription we determined the ChromRNA-seq signal in the neighborhood of TGFβ-regulated genes, previously all UCSC KnownGene transcript bodies (2 kb extended from the TSS and TTS to avoid termination read-through reads and divergent promoter transcription) were removed. Then, we counted reads of 250 kb (divided into 10 kb non-overlapping bins) upstream and downstream from a TGFβ robustly regulated gene TSS. For that, we used region.counts(). windowCounts() with bin = TRUE and width = 10,000 options. NormOffsets() was used to calculate normalization factors in libraries. Then we performed differential analysis bin to bin using estimateDisp() and glmQLFit() functions to obtain log_2_FC. Similar analysis was performed using random genes (as described above) instead of TGFβ-regulated genes. Finally, log_2_FC of random genes was subtracted from log_2_FC of TGFβ-regulated genes, bin to bin, to obtain log_2_FC over random values that were finally plotted.

### Study of the influence of co-regulation in histone modifications

log_2_FC of H3K27ac, H3K4me3, and H3K4me1 ChIP-seq signal in the neighborhood of TGFβ-regulated genes was performed as in the previous section. In this case 5 kb upstream and and downstream of the regulated gene TSS (or random gene) were removed, in order to eliminate promoter signal of the regulated gene. UCSC KnownGene transcript bodies coordinates were not removed from this analysis. Differential analysis was performed as in the previous section.

### Identification of TGFβ-regulatory domains

To identify TGFβ-regulatory domains (TRD) we identified clusters of co-regulated genes, as above, using a different threshold of differentially expressed genes (|log_2_FC | > 0.5 and *p*-value < 0.05) to include genes that are significantly regulated with TGFβ, although not robustly affected. Metaplots were created combining late and early TRDs for upregulation and downregulation and using computeMatrix scale-regions with -m 200,000 -bs 4000 -a 10,000 and -b 100,000 options. -bl option was used for calculating intergenic transcription (ChromRNA-seq) to avoid counting in all UCSC knownGene transcript bodies.

### Analysis of the relationship between TRDs and chromatin 3D organization

We used TADs coordinates from NMuMG cells after 8 h of TGFβ treatment, published in ref. ^49^ after conversion to mm9 mouse gene assembly using UCSC liftover tool. Random TADs lists for each chromosome were obtained by recirculating the chromosome and shifting TAD borders by 10 Mb. To determine within TAD co-regulation, first TADs with less than three expressed genes were removed. Then, TADs were classified according to its percentage of expressed upregulated/downregulated genes (log_2_FC > 0 or log_2_FC < 0). For randomization, we entirely randomized positions of genes within TADs, conserving the same number of genes per TAD. Five hundred iterations were performed to obtain random distributions, for statistical analysis. Observed/expected plot was created using the ratio real over the mean of the random distribution.

### Analysis of the role of TAD boundaries on gene co-regulation and enhancer-gene regulation

To determine the expression correlation between two strictly contiguous genes (x, y), we sorted genes according to their 5ʹ–>3ʹ chromosomal order using gene TSSs and then we obtain all expression log_2_FC pairs (log_2_FC(x), log_2_FC(y)) for all expressed genes, obtaining 6265 pairs. Then genes were sorted according to log_2_FC(x) and grouped into 20 bins. For random plots we randomized position of all expressed genes and proceed in a similar way. To analyze the effect of TAD borders we extracted pairs (log_2_FC(x), log_2_FC(y)), where x and y genes were separated by a TAD border, obtaining 393 pairs. Then genes were sorted according to log_2_FC(x) and grouped into 20 bins.

To study the effect of TAD borders in enhancer-gene regulation, enhancer-closest gene pairs separated by a TAD border were selected (1230 pairs). Then we extracted log_2_FC(H3K27ac) of the enhancer and log_2_FC(expression) of its closest gene that is separated by a TAD border, sorted by log_2_FC(expression) and grouped into 20 bins. As random borders, we used the borders of random TADs that we describe in the previous section.

### Processing Hi-C data

NMuMG TGFβ-treated for 8 h HiC data was obtained from GSE96033. Paired-end reads were aligned to the mm9 using bowtie2 (global parameters: –very-sensitive –L 30 –score-min L,−0.6,−0.2 –end-to-end–reorder; local parameters:–very-sensitive –L 20 –scoremin L,−0.6,−0.2 –end-to-end–reorder) through HiC-Pro software (v2.11.1)^111^. Unmapped reads, non-uniquely mapped reads and PCR duplicates were filtered and uniquely aligned reads were paired. Genome fragment distribution was obtained for DpnII restriction enzyme using as ligation sequence GATCGATC. Raw and ICE-normalized cis-contact matrices were assembled by binning paired reads into uniform 10-kb bins. HiTC Bioconductor package (v1.30.0) was used to analyze HiC interactions matrices. To determine intra-TRD interactions, interactions from raw and ICE-normalized matrices for TRD or random TRD coordinates were obtained using extractRegion() function. Random TRD coordinates were calculated inverting the start coordinate for each TRD and keeping the same length.

To analyze enhancer-promoter interactions first, we retrieve bins corresponding to TSS and enhancer midpoint coordinates. Then we obtained the interaction for each enhancer-promoter pair for raw matrix and grouped then according to: if the interaction occurs within the TRD (enhancer and promoter are located in the same TRD) or outside the TRD at different windows (enhancer is located within the TRD and genes are located at 0–100 kb, 100–250 kb, and 250–500 kb from the TRD upstream and downstream boundaries).

Directionality Index (DI) was calculated for each bin according to ref. ^50^:

2 $${\mathrm{DI}} = \left( {\frac{{B - A}}{{\left| {B - A} \right|}}} \right) \cdot \left( {\frac{{\left( {A - E} \right)^2}}{E}} \right. + \left. {\frac{{(B - E)^2}}{E}} \right),$$

where *A* is the number of reads that map from a given 10 kb bin to the upstream 250 kb, *B* is the number of reads that map from the same 10 kb bin to the downstream 250 kb, and *E*, the expected number of reads under the null hypothesis, is equal to (*A* +  *B*)/2. Then, directionality index metaplots were constructed for TADs and TRDs using proportional number of bin for each structure: 100 bins for TADs (as average size of TAD is 1 Mb) and 10 bins for TRDs. DI in boundaries was also plotted for TADs and TRDs using surrounding 100 bins (50 upstream and 50 downstream) and 30 bins respectively.

### CTCF metaplot analysis

First, CTCF ChIP-seq data for mouse mammary gland tissue was downloaded from GSE74826 and was processed as described above for SMAD2/3 ChIP-seq data, finding 35360 CTCF peaks. Then we looked for motives in those peaks using fimo what allowed us to divide CTCF peaks according to its strand orientation: 17,800 in the forward and 17,850 in the reverse orientation. To identify CTCF footprints across the genome using our ATAC-seq data PIQ software^112^ was used. CTCF density metaplots was constructed using ChIP-seq and footprints information in TADs and TRDs using proportional number of bin for each structure: 100 bins for TADs (as average size of TAD is 1 Mb) and 10 bins for TRDs. CTCF density in boundaries was also plotted for TADs and TRDs using surrounding 50 bins (25 upstream and 25 downstream).

### Statistical analysis

Statistical and graphical data analyses were performed using either Prism 5 (Graphpad) software or R package. To determine the significance between two groups, comparisons were made using two-tailed Mann–Whitney non-parametric test by using wilcox.text() function form Stats R package. For correlation, the non-parametric Spearman coefficient was calculated and significance was calculated using Fisher exact test. Significance of enrichments were calculated with the Fisher exact test using fisher.test() function from R. Probabilities of overlapping were calculated using the hypergeometric distribution using dhyper() function from the stats R package. Other statistical methods are described above. The horizontal black line of the boxplot represents the median value, the box spans the 25th and 75th percentiles, and whiskers indicate 5th and 95th percentiles.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting summary

## Data Availability

Sequencing data (raw data and processed files) that support the findings of this study have been deposited in NCBI GEO with the accession code “GSE140552”. SMAD2/3 ChIP-seq data was downloaded as raw data from NCBI GEO accession code “GSE121254”. HiC data was obtained from NCBI GEO accession code “GSE96033”. CTCF ChIP-seq data was downloaded as a raw data from “GSE74826”. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request.  Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: TGFβ promotes widespread enhancer chromatin opening and operates on genomic regulatory domains
**Source:** Nat Commun. 2020 Dec 3;11:6196. doi: 10.1038/s41467-020-19877-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1. Transcriptomic analysis (RNA-seq).** Change of mRNA levels (Log2) and adjusted P-values (using empirical BAYES moderated t-statistics test) of the different comparisons are provided. Sheet 1, all expressed genes; Sheet 2, early upregulated genes; Sheet 3, late upregulated genes; Sheet 4, early downregulated genes; Sheet 5, late downregulated genes; Sheet 6, transient upregulated genes; Sheet 7, transient downregulated genes.

**Supplementary Data 2. Classification and regulation by TGF $\beta$  of the enhancers from NMuMG cells.** Chromosome, Coordinates, ATAC peak name, strand, enhancer class previous to TGF $\beta$  treatment and enhancer regulation after TGF $\beta$ , are provided.

**Supplementary Data 3. List of TRDs.** Chromosome, TRD coordinates and gene composition are provided. Sheet 1, early upregulated TRDs; Sheet 2, late upregulated TRDs; Sheet 3, early downregulated TRDs; Sheet 4, late downregulated TRDs.

**Supplementary Data 4. Oligonucleotides and sgRNA sequences.** Sheet 1, sgRNAs; Sheet 2, Oligonucleotides for RT-qPCR; Sheet 3, Oligonucleotides for ChIP-PCR.

**Supplementary Data 5. Sample size (n) of the distributions and exact p-values from statistical tests.**

# Supplementary material for: TGFβ promotes widespread enhancer chromatin opening and operates on genomic regulatory domains
**Source:** Nat Commun. 2020 Dec 3;11:6196. doi: 10.1038/s41467-020-19877-5
**Supplement:** Supplementary file 9 — Reporting summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

No software was used for data collection

Data analysis

Software version source  
 R v3.4.4 <https://cran.r-project.org/bin/linux/ubuntu/>  
 RStudio v0.99.879 <https://rstudio.com/products/rstudio/download/>  
 Bioconductor v2.38 <https://www.bioconductor.org/install/>  
 FastQ toolkit v1.0.0 [http://hannonlab.cshl.edu/fastx\\_toolkit/](http://hannonlab.cshl.edu/fastx_toolkit/)  
 encode-ATAC-seq-pipeline <https://github.com/ENCODE-DCC/atac-seq-pipeline>  
 csaw v1.12.0 <https://bioconductor.org/packages/release/bioc/html/csaw.html>  
 macs2 v2.1.2 <https://github.com/taoliu/MACS>  
 bedtools v2.27.1 <https://bedtools.readthedocs.io/en/latest/content/installation.html>  
 deeptools v3.1.3 <https://deeptools.readthedocs.io/en/develop/content/installation.html>  
 edgeR v3.20.9 <https://bioconductor.org/packages/release/bioc/html/edgeR.html>  
 imageJ/Fiji version=1.48k <https://imagej.net/Fiji>  
 TANGO v.0.84 <https://biophysique.mnhn.fr/tango/HomePage>  
 CentriMo v5.0.2 <http://meme-suite.org/doc/download.html>  
 HOMER v4.10.3 <http://homer.ucsd.edu/homer/introduction/configure.html>  
 pyDNase v0.2.4 <https://pythonhosted.org/pyDNase/>  
 FIMO v5.0.0 <http://meme-suite.org/doc/download.html>  
 Gitools v2.3.1 <http://www.gitools.org/download.php>  
 GenomicAlignments v1.20.1 <https://bioconductor.org/packages/release/bioc/html/GenomicAlignments.html>  
 Biostrings v2.52.0 <https://bioconductor.org/packages/release/bioc/html/Biostrings.html>  
 soGgi v1.16.0 <https://www.bioconductor.org/packages/release/bioc/html/soGgi.html>

RSubread v1.28.1 <https://bioconductor.org/packages/release/bioc/html/Rsubread.html>  
 Voom/limma v3.34.9 <https://bioconductor.org/packages/release/bioc/html/limma.html>  
 EnrichedHeatmap v1.12.0 <https://bioconductor.org/packages/release/bioc/html/EnrichedHeatmap.html>  
 Shushi v1.16.0 <https://www.bioconductor.org/packages/release/bioc/html/Sushi.html>  
 Samtools v0.1.19 <http://samtools.sourceforge.net/>  
 HiC-Pro v.2.11.1 <https://github.com/nservant/HiC-Pro>  
 PIQ N/A <https://github.com/orzechoj/piq-single>  
 vecsets v1.2.1 <https://cran.r-project.org/web/packages/vecsets/index.html>  
 stats R package v.3.4.4 <https://cran.r-project.org/web/packages/STAT/index.html>  
 UCSC liftOver tool N/A <https://genome.ucsc.edu/cgi-bin/hgLiftOver>

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Sequencing data (raw data and processed files) are available at NCBI GEO under the accession code GSE140552.

SMAD2/3 ChIP-seq data was downloaded as a raw data from: GSE121254.

CTCF ChIP-seq data was downloaded as a raw data from GSE74826 .

HiC data was downloaded as a raw data from GSE96033.

Other data will be made available through a Source data file, including processed data used to construct the figure plots and non-sequencing source data.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

Samples size for each experiment is indicated in the figure legends. The sample size was chosen based on previous experience in the lab, for each experiment to yield high statistics power. For ChIP-seq, ATAC-seq and RNA-seq n=2 biological replicates were normally performed. ENCODE requires 2 biological replicates for their ChIP-seq analysis (see for example <https://www.nature.com/articles/s41586-020-2023-4>). Our sample sizes are similar to those generally employed in other relevant similar studies: Guo, H., Ci, X., Ahmed, M. et al, 2019. <https://doi.org/10.1038/s41467-018-08133-6> Fox, S., Myers, J.A. et al., 2020. <https://pubmed.ncbi.nlm.nih.gov/32917861/> Li, J., Huang, K., Hu, G. et al, 2019. <https://doi.org/10.1038/s41467-019-08949-w> No statistical methods were used to predetermine sample size.

### Data exclusions

No data were excluded from the analyses

### Replication

RT-qPCR experiments were performed in at least 3 biologically independent replicates using two or three technical replicates. Fluorescence microscopy analysis were also performed in at least 3 biologically independent replicates. ChIP-qPCR were performed in at least 2 biologically independent replicates with three technical replicates each one. Western blot experiments were performed in at least 3 biological independent replicates. All replicates were reported in the manuscript. No technical replicates (except for qPCR experiments) were used to calculate statistics. For ChIP-seq, ATAC-seq and RNA-seq n=2 biological replicates were normally performed. All attempts at replication of the results were successful.

### Randomization

This study does not involve randomization of samples, following standard procedures generally employed in other relevant similar studies. See for example Partridge et al., 2020 (<https://www.nature.com/articles/s41586-020-2023-4>) or Douillet et al., 2020 (<https://www.nature.com/articles/s41588-020-0618-1>)

### Blinding

Investigators were not blinded for selection of cell culture plates used in the treatments (vehicle-treated or TGFbeta-treated) following standard procedures generally employed in other relevant similar studies. See for example Partridge et al., 2020 (<https://www.nature.com/articles/s41586-020-2023-4>) or Douillet et al., 2020 (<https://www.nature.com/articles/s41588-020-0618-1>). For image analysis, cell and EM images were quantified in a blinded manner.

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

anti-H3K27ac (Abcam, Ab4729, Lot:GR243994-1)  
 anti-H3K4me1 (Abcam, Ab8895, Lot: GR243233)  
 anti-H3K4me3 (Abcam, Ab8580, Lot: GR3201218-1)  
 anti-alfaTubulin (Sigma-Aldrich, T9026, Lot: 083M4847V)  
 anti-SMAD4 (Santa Cruz, SC-7996, Lot: G0616)  
 anti-Erk1/2 (Millipore, 06-182, Lot: 18697)  
 anti-phospho-Erk1/2 (Cell Signaling, 9101, Rev:09/2012, Lot: 27)  
 anti-cJun (Cell Signaling, 60A8, Rev:12/2019, Lot: 11)  
 anti-c-Fos (Cell Signaling, 2250, Rev:11/2019, Lot: 10)  
 anti-CRISPR-Cas9 (Diagenode, C15310258-100, Lot: A2508-001)  
 anti-Rabbit IgG (Sigma-Aldrich, I8140, N/A)  
 anti-mouse-HRP (Sigma-Aldrich, A8786, Lot: 038K4832)  
 anti-rabbit HRP (Sigma-Aldrich, A0545, Lot: 041K4848)

### Validation

anti-H3K27ac:  
 Xie JJ et al. Super-Enhancer-Driven Long Non-Coding RNA LINC01503, Regulated by TP63, Is Over-Expressed and Oncogenic in Squamous Cell Carcinoma. Gastroenterology 154:2137-2151.e1 (2018)  
 Mahe M et al. An FGFR3/MYC positive feedback loop provides new opportunities for targeted therapies in bladder cancers. EMBO Mol Med 10:N/A (2018)

anti-H3K4me1:  
 Xi Y et al. Histone modification profiling in breast cancer cell lines highlights commonalities and differences among subtypes. BMC Genomics 19:150 (2018)  
 He X et al. A histone deacetylase 3-dependent pathway delimits peripheral myelin growth and functional regeneration. Nat Med 24:338-351 (2018)

anti-H3K4me3:  
 Zhong J et al. Enhanced and controlled chromatin extraction from FFPE tissues and the application to ChIP-seq. BMC Genomics 20:249 (2019)  
 Mahe M et al. An FGFR3/MYC positive feedback loop provides new opportunities for targeted therapies in bladder cancers. EMBO Mol Med 10:N/A (2018)

anti-alfaTubulin:  
 Maschalidi, S., Nunes-Hasler, P., Nascimento, C.R. et al. UNC93B1 interacts with the calcium sensor STIM1 for efficient antigen cross-presentation in dendritic cells. Nat Commun 8, 1640 (2017)

anti-SMAD4:  
 Rodríguez-Mateo, Cristina et al. "Downregulation of Lnc-Spyr1 mediates TGF- $\beta$ -induced epithelial-mesenchymal transition by transcriptional and posttranscriptional regulatory mechanisms." Cell death and differentiation vol. 24,5 (2017)

anti-Erk1/2  
 Frank R, Komiyama N, Ryan T, Zhu F, O Dell T, Grant S. NMDA receptors are selectively partitioned into complexes and supercomplexes during synapse maturation. Nat Commun. 2016;7:11264

anti-phospho-Erk1/2

Ku, A.A., Hu, H., Zhao, X. et al. Integration of multiple biological contexts reveals principles of synthetic lethality that affect reproducibility. Nat Commun 11, 2375 (2020). <https://doi.org/10.1038/s41467-020-16078-y>  
 Steins A, van Mackelenbergh MG, van der Zalm AP, et al. High-grade mesenchymal pancreatic ductal adenocarcinoma drives stromal deactivation through CSF-1. EMBO Rep. 2020;21(5):e48780. doi:10.15252/embr.201948780

#### anti-c-Jun

Li Y, Yu S, Li L, et al. KLF4-mediated upregulation of CD9 and CD81 suppresses hepatocellular carcinoma development via JNK signaling. Cell Death Dis. 2020;11(4):299. Published 2020 Apr 29. doi:10.1038/s41419-020-2479-z

#### anti-c-Fos

Dohmen M, Krieg S, Agalaridis G, et al. AMPK-dependent activation of the Cyclin Y/CDK16 complex controls autophagy. Nat Commun. 2020;11(1):1032. Published 2020 Feb 25. doi:10.1038/s41467-020-14812-0

#### anti-CRISPR-Cas9

Zhang Y, Zhang X, Ba Z, et al. The fundamental role of chromatin

Matharu N, Rattanasopha S, Tamura S, et al. CRISPR-mediated activation of a promoter or enhancer rescues obesity caused by haploinsufficiency. Science. 2019;363(6424):eaau0629. doi:10.1126/science.aau0629 loop extrusion in physiological V(D)J recombination. Nature. 2019;573(7775):600-604. doi:10.1038/s41586-019-1547-y

## Eukaryotic cell lines

Policy information about [cell lines](#)

#### Cell line source(s)

NMuMG cell line was provided by Jose Antonio Pintor-Toro (commercial source: ATCC)  
 MCF7 cell lines was provided by Abelardo Lopez-Rivas (commercial source: ATCC)  
 RPE1 cell line was provided by Rosa María Rios-Sánchez (commercial source: ATCC)  
 HEK293T cell line was provided by Rosa María Rios-Sánchez (commercial source: ATCC)

#### Authentication

NMuMG was validated as a mouse cell line through our Next Generation Sequencing experiments. Moreover, both the epithelial phenotype and the kinetic of the induction to the mesenchymal phenotype with TGFbeta were assessed in our experiments many times through immunofluorescence, western blotting and RT-qPCR analysis of epithelial to mesenchymal transition markers assays (SNAIL1, VIM, FN1, CDH1). All these characteristics are typical and some of them unique of NMuMG cells. MCF7, RPE-1 and HEK293T cell lines were no authenticated.

#### Mycoplasma contamination

All cell lines were tested negative for mycoplasma contamination

#### Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified cell lines was used in this study

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

#### Data access links

*May remain private before publication.*

GEO accession number: GSE140552

#### Files in database submission

./DNase-seq/processed\_data/DNase\_TGFb2h\_peaks.bed  
 ./DNase-seq/processed\_data/DNase\_veh\_peaks.bed  
 ./DNase-seq/raw\_data/ DNase\_TGFb2h\_merged\_R1.fastq.gz  
 ./DNase-seq/raw\_data/DNase\_TGFb2h\_merged\_R2.fastq.gz  
 ./DNase-seq/raw\_data/DNase\_veh\_merged\_R1.fastq.gz  
 ./DNase-seq/raw\_data/DNase\_veh\_merged\_R2.fastq.gz  
 ./ATAC-seq/processed\_data/ATAC\_TGFb10m\_peaks.bed  
 ./ATAC-seq/processed\_data/ATAC\_TGFb2h\_FBS.bed  
 ./ATAC-seq/processed\_data/ATAC\_veh\_FBS\_peaks.bed  
 ./ATAC-seq/raw\_data/ATAC\_TGFb10m\_exp10m\_R1.fastq.gz  
 ./ATAC-seq/raw\_data/ATAC\_TGFb10m\_exp10m\_R2.fastq.gz  
 ./ATAC-seq/raw\_data/ATAC\_TGFb2h\_FBS\_R1.fastq.gz  
 ./ATAC-seq/raw\_data/ATAC\_TGFb2h\_FBS\_R2.fastq.gz  
 ./ATAC-seq/raw\_data/ATAC\_veh\_exp10m\_R1.fastq.gz  
 ./ATAC-seq/raw\_data/ATAC\_veh\_exp10m\_R2.fastq.gz  
 ./ATAC-seq/raw\_data/ATAC\_veh\_FBS\_R1.fastq.gz  
 ./ATAC-seq/raw\_data/ATAC\_veh\_FBS\_R2.fastq.gz  
 ./ATAC-seq/processed\_data/ATAC\_TGFb12h.bed  
 ./ATAC-seq/processed\_data/ATAC\_TGFb2h.bed  
 ./ATAC-seq/processed\_data/ATAC\_veh.bed

```
./ATAC-seq/raw_data/TGFb12hr1_1.fastq.gz
./ATAC-seq/raw_data/TGFb12hr1_2.fastq.gz
./ATAC-seq/raw_data/TGFb12hr2_1.fastq.gz
./ATAC-seq/raw_data/TGFb12hr2_2.fastq.gz
./ATAC-seq/raw_data/TGFb2hr1_1.fastq.gz
./ATAC-seq/raw_data/TGFb2hr1_2.fastq.gz
./ATAC-seq/raw_data/TGFb2hr2_1.fastq.gz
./ATAC-seq/raw_data/TGFb2hr2_2.fastq.gz
./ATAC-seq/raw_data/vehr1_1.fastq.gz
./ATAC-seq/raw_data/vehr1_2.fastq.gz
./ATAC-seq/raw_data/vehr2_1.fastq.gz
./ATAC-seq/raw_data/vehr2_2.fastq.gz
./ChIP-seq/processed_data/input_TGFb12h_r1.bw
./ChIP-seq/processed_data/input_TGFb12h_r2.bw
./ChIP-seq/processed_data/input_TGFb2h_r1.bw
./ChIP-seq/processed_data/input_TGFb2h_r2.bw
./ChIP-seq/processed_data/input_veh_r1.bw
./ChIP-seq/processed_data/input_veh_r2.bw
./ChIP-seq/processed_data/K27ac_TGFb12h_r1.bw
./ChIP-seq/processed_data/K27ac_TGFb12h_r2.bw
./ChIP-seq/processed_data/K27ac_TGFb2h_r1.bw
./ChIP-seq/processed_data/K27ac_TGFb2h_r2.bw
./ChIP-seq/processed_data/K27ac_veh_r1.bw
./ChIP-seq/processed_data/K27ac_veh_r2.bw
./ChIP-seq/processed_data/K4me1_TGFb12h_r1.bw
./ChIP-seq/processed_data/K4me1_TGFb12h_r2.bw
./ChIP-seq/processed_data/K4me1_TGFb2h_r1.bw
./ChIP-seq/processed_data/K4me1_TGFb2h_r2.bw
./ChIP-seq/processed_data/K4me1_veh_r1.bw
./ChIP-seq/processed_data/K4me1_veh_r2.bw
./ChIP-seq/processed_data/K4me3_TGFb12h_r1.bw
./ChIP-seq/processed_data/K4me3_TGFb12h_r2.bw
./ChIP-seq/processed_data/K4me3_TGFb2h_r1.bw
./ChIP-seq/processed_data/K4me3_TGFb2h_r2.bw
./ChIP-seq/processed_data/K4me3_veh_r1.bw
./ChIP-seq/processed_data/K4me3_veh_r2.bw
./ChIP-seq/raw_data/input_TGFb12h_r1.fastq.gz
./ChIP-seq/raw_data/input_TGFb12h_r2.fastq.gz
./ChIP-seq/raw_data/input_TGFb2h_r1.fastq.gz
./ChIP-seq/raw_data/input_TGFb2h_r2.fastq.gz
./ChIP-seq/raw_data/input_veh_r1.fastq.gz
./ChIP-seq/raw_data/input_veh_r2.fastq.gz
./ChIP-seq/raw_data/K27ac_TGFb12h_r1.fastq.gz
./ChIP-seq/raw_data/K27ac_TGFb12h_r2.fastq.gz
./ChIP-seq/raw_data/K27ac_TGFb2h_r1.fastq.gz
./ChIP-seq/raw_data/K27ac_TGFb2h_r2.fastq.gz
./ChIP-seq/raw_data/K27ac_veh_r1.fastq.gz
./ChIP-seq/raw_data/K27ac_veh_r2.fastq.gz
./ChIP-seq/raw_data/K4me1_TGFb12h_r1.fastq.gz
./ChIP-seq/raw_data/K4me1_TGFb12h_r2.fastq.gz
./ChIP-seq/raw_data/K4me1_TGFb2h_r1.fastq.gz
./ChIP-seq/raw_data/K4me1_TGFb2h_r2.fastq.gz
./ChIP-seq/raw_data/K4me1_veh_r1.fastq.gz
./ChIP-seq/raw_data/K4me1_veh_r2.fastq.gz
./ChIP-seq/raw_data/K4me3_TGFb12h_r1.fastq.gz
./ChIP-seq/raw_data/K4me3_TGFb12h_r2.fastq.gz
./ChIP-seq/raw_data/K4me3_TGFb2h_r1.fastq.gz
./ChIP-seq/raw_data/K4me3_TGFb2h_r2.fastq.gz
./ChIP-seq/raw_data/K4me3_veh_r1.fastq.gz
./ChIP-seq/raw_data/K4me3_veh_r2.fastq.gz
./ChromRNA-seq/processed_data/Ch-RNA_TGFb12h_r1.bw
./ChromRNA-seq/processed_data/Ch-RNA_TGFb12h_r2.bw
./ChromRNA-seq/processed_data/Ch-RNA_TGFb2h_r1.bw
./ChromRNA-seq/processed_data/Ch-RNA_TGFb2h_r2.bw
./ChromRNA-seq/processed_data/Ch-RNA_veh_r1.bw
./ChromRNA-seq/processed_data/Ch-RNA_veh_r2.bw
./ChromRNA-seq/raw_data/ChromRNA_TGFb12h_r1.fastq.gz
./ChromRNA-seq/raw_data/ChromRNA_TGFb12h_r2.fastq.gz
```

```
./ChromRNA-seq/raw_data/ChromRNA_TGFB2h_r1.fastq.gz
./ChromRNA-seq/raw_data/ChromRNA_TGFB2h_r2.fastq.gz
./ChromRNA-seq/raw_data/ChromRNA_veh_r1.fastq.gz
./ChromRNA-seq/raw_data/ChromRNA_veh_r2.fastq.gz
./RNA-seq/processed_data/raw_counts.txt
./RNA-seq/raw_data/RNA_TGFB2h_r1.fastq.gz
./RNA-seq/raw_data/RNA_TGFB2h_r2.fastq.gz
./RNA-seq/raw_data/RNA_TGFB2h_r1.fastq.gz
./RNA-seq/raw_data/RNA_TGFB2h_r2.fastq.gz
./RNA-seq/raw_data/RNA_veh_r1.fastq.gz
./RNA-seq/raw_data/RNA_veh_r2.fastq.gz
```

Genome browser session  
(e.g. [UCSC](#))

<http://genome.ucsc.edu/s/Alicia%20Subtil%2DRodriguez/NatComms2>

## Methodology

Replicates

To perform ChIP-seq experiments two independent biological replicates was used.

Sequencing depth

ChIP-seq experiments are single-end with a read size of 50 bp.

```
name Total Uniquely_Mapped
bam/input_veh_r1.bam 74067701 58444326
bam/input_veh_r2.bam 41554381 31069808
bam/input_TGFB2h_r1.bam 72160972 61225409
bam/input_TGFB2h_r2.bam 39655845 33008486
bam/input_TGFB12h_r1.bam 32375614 19469394
bam/input_TGFB12h_r2.bam 33858162 21319561
bam/K4me1_veh_r1.bam 39878573 36024616
bam/K4me1_veh_r2.bam 50695142 36751888
bam/K4me1_TGFB2h_r1.bam 41220386 37574065
bam/K4me1_TGFB2h_r2.bam 56343861 46575076
bam/K4me1_TGFB12h_r1.bam 50166901 35807165
bam/K4me1_TGFB12h_r2.bam 34104120 28991314
bam/K4me3_veh_r1.bam 45726114 37276693
bam/K4me3_veh_r2.bam 69608088 57426887
bam/K4me3_TGFB2h_r1.bam 42046893 34841047
bam/K4me3_TGFB2h_r2.bam 51295337 43225558
bam/K4me3_TGFB12h_r1.bam 52810793 39659636
bam/K4me3_TGFB12h_r2.bam 43741215 33048218
bam/K27ac_veh_r1.bam 102016983 87885852
bam/K27ac_veh_r2.bam 30890168 28260473
bam/K27ac_TGFB2h_r1.bam 88044547 73109659
bam/K27ac_TGFB2h_r2.bam 59772824 55365711
bam/K27ac_TGFB12h_r1.bam 51124775 38443872
bam/K27ac_TGFB12h_r2.bam 55651664 40652148
```

ATAC-seq and DNase-seq experiments are paired-end with a read size of 75 bp.

```
name Total_paired_reads Mapped_and_filtered_reads
bam/veh_r1.bam 213547366 128768960
bam/veh_r2.bam 174689786 100702656
bam/TGFB2h_r1.bam 208937984 106610414
bam/TGFB2h_r2.bam 186034704 103808154
bam/TGFB12h_r1.bam 216396636 90260358
bam/TGFB12h_r2.bam 171429808 67617626
bam/ATAC_veh_exp10m.bam 54893460 34208424
bam/ATAC_TGFB10m_exp10m.bam 65587840 36325876
bam/ATAC_veh_FBS.bam 78840800 48533492
bam/ATAC_TGFB2h_FBS.bam 75764908 42429056
bam/DNase_veh.bam 90208426 59660580
bam/DNase_TGFB2h.bam 57727518 37824966
```

Antibodies

anti-H3K27ac (Abcam, Ab4729, Lot:GR243994-1)  
anti-H3K4me1 (Abcam, Ab8895, Lot: GR243233)  
anti-H3K4me3 (Abcam, Ab8580, Lot: GR3201218-1)

Peak calling parameters

No peak calling was performed for ChIP-seq data, instead of ChIP-seq data were measured in the set of ATAC-seq peaks

## Data quality

FastQC was used to analyze sequencing quality for raw ChIP-seq data. As no peak calling was performed there is no information about FDR to report. To determine ChIP-seq differential analyses we considered as statistically significant all peaks with a  $\log_2(\text{FC})$  larger than 1 with a p-value smaller than 0.05.

## Software

Most of analyses was performed using R (v3.4.4), RStudio (v.099.879) and Bioconductor (v2.38). To ChIP-seq alignment we used `align()` function from RSubread package (v1.28.1) with `type = 1`, `TH1 = 2` and `unique = TRUE` parameters. Samtools `rmdup` was used to remove duplicates. For differential binding analysis `csaw` (v1.12.0) and `edgeR` (v3.20.9) packages were used. `bamCoverage` from `deeptools` (v3.1.3) was used to convert bam files into bigWig using `--normalizeRPKM` option.

How the deposited data were processed for this re-analysis (not part of the article)

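The data are stranded total RNA-seq counts from NMuMG cells given vehicle for 2 h, TGFβ1 for 2 h or TGFβ1 for 12 h, with 2 biological replicates of each, 6 libraries in all. According to the paper's methods, the authors filtered the reads, aligned them to the mm9 build with the subjunc function of Rsubread, kept uniquely mapped reads, removed duplicates and summed reads over the exons of each gene with featureCounts. The deposited values are raw read counts of 21240 genes, with no normalization. These values still hold duplicates, since Junb has more counts than its gene has positions. They were checked to be whole numbers with a different total in each library. Conditions were taken from the submitters' labels, and every column of the count table belongs to 1 of the 6 libraries.

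Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and gene positions in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Differential expression was tested by edgeR's quasi-likelihood test with TMM factors in a single fit of the 3 groups, for genes with at least 2 CPM in at least 2 libraries, and p-values were adjusted by the Benjamini-Hochberg method within each contrast. A gene was called robustly regulated at an adjusted p under 0.05 and an absolute log2FC above 1. The standard error of a log2FC is its absolute value divided by the square root of the quasi-likelihood F. Values per group are the mean and SD of TMM-normalized CPM, and a pseudocount of 0.25 CPM was added before logarithms of expression levels. All p-values of edgeR, limma and DESeq2 are two-sided. Where each library of a group had at most 3 counts of a gene, the fold was computed against 3 counts and is given as a lower bound.

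The genes named are those that the paper names in its text or shows in Figs. 2h, 5a, 5b, 6 and 7a-c as changed or unchanged in RNA-seq. For each time and direction they also include the 3 genes with the largest absolute log2FC among robustly regulated genes with at least 10 counts in both libraries of the higher group and both treated libraries outside the range of the vehicle libraries. Any other gene named was chosen after its values had been seen.

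Gene positions came from GENCODE on NCBIM37, the same build as mm9. Of the counted genes, 18955 were matched by symbol and 1648 by synonym, and 637 without a position were left out of tests of gene order. Genes were ordered by TSS, with all counted genes kept in the order. Contiguous pairs and domains were compared with 5000 random draws of expressed genes, neighbors with genes 50 positions further along the circularized chromosome by 10000 permutations of the log2FC among the expressed genes of each chromosome, and contiguous correlations with 1000 random gene orders. Groups of genes were compared by permutation tests with 100000 resamples. Each guide target sequence was searched on both strands of the NCBIM37 genome for exact matches. Shifts of gene sets written down beforehand were tested with limma's camera function, at its default correlation between genes.

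Depth per library was 14705886 to 23786993 counts, and Malat1 held 2.64% to 5.34% of them. The median absolute log2 difference between replicates was 0.153 in vehicle, 0.222 at 2 h and 0.136 at 12 h, which is the precision that a single library gives. The first principal component held 75.7% of the variance, the next 15.4% and 6.33%. Counts of the same depth were simulated with no replicate effect and 1 spread for all genes. In these, 99.5% of 199 genes changed by 1.5 on the log2 scale were called. Among the 10929 genes tested, 11 unchanged genes were called at 2 h and 8 at 12 h. The measured libraries with the same replicate number deviated together, so these figures may not hold for them. Of 40 neighbor tests on values independent of position 3 were called, and all 30 planted contiguous pairs were found.

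Alternatives were limma-voom, DESeq2, DESeq2 size factors in edgeR, total counts without TMM factors, at least 10 counts in every library, no filter, the replicate number as a block, only the 2 groups compared in the fit, a prior count of 2, each library left out in turn, and unadjusted p-values. For gene order they were contiguity among expressed genes only, related or overlapping pairs left out, random sampling in place of the shift, and a Mann-Whitney test. Chromatin accessibility, histone marks, contacts and qPCR were left out, since the count table holds none of them, and transient genes were left out of tests of gene order, as in the paper. The windows of Fig. 7a and Fig. 7d were not used, because labelled genes of the former lie outside its axis range in this build and the latter labels no gene.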

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

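The tests of library composition for the 6 gene sets were chosen only after the difference between 12 h and 2 h had been seen.

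The genes that passed the thresholds as higher at 2 h and as lower at 12 h numbered 9, Adora1, Camk1g, Cx3cl1, Eya2, Hcar2, Il22ra1, Krt6a, Megf6 and Wnt4, which are named because of these values. Both log2FC are taken against the same vehicle libraries, so the difference between 12 h and 2 h follows from the choice of the genes. The log2FC of Eya2 was 1.47 at 2 h and -1.16 at 12 h, and that of Wnt4 was 1.12 and -5.06. With total counts in place of TMM factors, 8 of the 9 passed the thresholds in both directions, and with each library left out in turn, 9 of 9 stayed higher at 2 h and lower at 12 h in each of the 6 fits. Both counts come from genes chosen for the pattern and show no stability. In each of the 9, both 2 h libraries lay above both vehicle libraries and both 12 h libraries below them. The choice of the genes favors this separation too, so it does not test whether a single library makes the pattern. Total counts moved the median log2FC of all genes to -0.12 at 2 h and -0.115 at 12 h, smaller in size than any log2FC of these genes. With the replicate block 21 genes had this pattern and with limma-voom 7. The vehicle and 2 h libraries spent the same time without serum, so the rise at 2 h does not come from a longer withdrawal. Because the 12 h libraries spent more time without serum, the fall at 12 h cannot be told apart from an effect of serum withdrawal. An early response to TGFβ followed by repression by TGFβ therefore remains a hypothesis.

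The contrast of 12 h with 2 h also differed for 6 gene sets in limma's camera test, adjusted over 9 sets by the Benjamini-Hochberg method. The test took its default correlation between genes and did not estimate it from these data. Genes regulated together are not independent replicates, so its p-values may be too small. The median log2FC between 12 h and 2 h was -4.18 for G2 and M phase genes (50 of 53 lower, adjusted p = 1.16e-30), -1.00 for S phase genes (38 of 43 lower, adjusted p = 4.63e-06) and -1.23 for cholesterol synthesis genes (23 of 23 lower, adjusted p = 3.21e-14). It was -1.17 for NRF2 targets (21 of 23 lower, adjusted p = 3.39e-17), -0.87 for interferon-stimulated genes (15 of 18 lower, adjusted p = 0.00593) and 0.87 for mesenchymal genes (15 of 17 higher, adjusted p = 1.53e-06).

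GC content, transcript length and expression level were tested by adjusting the log2FC for them. The medians were then -4.14 for G2 and M phase, -0.86 for S phase, -1.15 for cholesterol synthesis, -1.07 for NRF2 targets, -0.65 for interferon-stimulated and 0.96 for mesenchymal genes. The medians of G2 and M phase and of cholesterol synthesis hardly moved, so for these the test shows only that the 3 properties predict little of the difference. Using total counts in place of TMM factors gave -4.20, -1.02, -1.25, -1.19, -0.88 and 0.85 in the same order. The TMM factors at 2 h and 12 h are nearly equal, so this swap could not have changed a direction. A shift common to all genes does not produce the pattern, since the sets moved in opposite directions and the camera test, which compares a set with all other genes, gave adjusted p-values of 7.63e-29 to 0.00634 for the 6 sets with total counts. Reads shared between related genes were not tested. Time with TGFβ and time without serum change together between 2 h and 12 h, so an effect of TGFβ on these sets between 2 h and 12 h cannot be told apart from an effect of longer serum withdrawal in this design. For cholesterol synthesis a longer time without serum was predicted to raise the genes at 12 h, and their median log2FC against vehicle was -1.37, yet the direction of that prediction rests on an assumption that these libraries do not test.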

How the results depend on the processing

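The alternatives were fixed before the data were examined, apart from those of the last paragraph, and no test in this part was chosen after its result was seen except there. Of 1842 alternative values for 214 results, 1694 kept their direction and side of the threshold, or lay within the spread of replicates, or for counts within 1.5 times the count reported. For 136 results this held under every alternative run. Counts past an absolute log2FC of 1 with no test, 842 at 2 h and 2265 at 12 h, ran from 846 to 1093 and from 2260 to 2326 across the 6 fits that each left out 1 library. Where a value moved, the cause was not tested.

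Total counts in place of TMM factors moved the median log2FC of all genes to -0.12 at 2 h and -0.115 at 12 h. The 46 transient-upregulated genes became 84 with the replicate block and 81 with the signs printed in the methods. Genes with an adjusted p under 0.05 at 2 h numbered 1680, 3222 with the replicate block and 893 when only the 2 groups compared were fitted. Tead3 at 2 h changed from 0.01 to -0.00306 with DESeq2, -0.00276 with DESeq2 size factors and -0.0999 with total counts. Across fits leaving out 1 library, the log2FC of Tead4 ran from -0.05 to 0.31 at 2 h and from -0.17 to 0.36 at 12 h.

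Leaving out related pairs took 5 early-downregulated and 23 late-upregulated contiguous pairs below the threshold. It did the same for neighbors of early-upregulated genes at n ± 2 (0.0617) and 50 to 100 kb (0.0612), of early-downregulated genes at 100 to 150 kb (-0.0568) and of late-downregulated genes at 200 to 250 kb (-0.0630), and reversed late-upregulated n ± 4 (-0.00432) and early-upregulated 150 to 200 kb (-0.00608). With limma-voom 24 late-upregulated pairs fell short, and early-upregulated n ± 3 (-0.00119) and early-downregulated n ± 4 (-0.0130) reversed. The replicate block left 22 late-upregulated pairs below the threshold, brought early-downregulated n ± 2 (-0.0801) and n ± 3 (-0.0774) past it, and reversed early-upregulated n ± 3 (-0.00649) and early-downregulated n ± 4 (-0.0311).

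Contiguity among expressed genes brought past the threshold early-upregulated n ± 4 (0.0509), early-downregulated n ± 2 (-0.0918), late-upregulated n ± 2 (0.0609) and late-downregulated n ± 4 (-0.0424), and reversed early-downregulated n ± 4 (-0.0587). Random sampling did so for early-upregulated n ± 4 (0.0512), early-downregulated n ± 2 (-0.120) and n ± 3 (-0.0923), late-upregulated n ± 2 (0.0952), late-downregulated n ± 4 (-0.0437), early-downregulated 50 to 100 kb (-0.142) and 150 to 200 kb (-0.0933) and late-downregulated 150 to 200 kb (-0.0470). It reversed early-downregulated n ± 4 (-0.0283), early-upregulated 150 to 200 kb (-0.00262) and 200 to 250 kb (0.0112) and early-downregulated 200 to 250 kb (-0.0543). The Mann-Whitney test passed early-downregulated (-0.0862) and late-upregulated n ± 2 (0.0751). Total counts passed early-downregulated n ± 2 (-0.0852) and reversed late-upregulated n ± 4 (-0.0590).

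Total counts gave 43 early-upregulated, 41 early-downregulated and 61 late-upregulated domains, against 66, 19 and 92. Early-downregulated domains numbered 46 with the replicate block, 29 with contiguity among expressed genes and 41 with unadjusted p-values. Genes past the threshold in the listed early-downregulated domains rose from 54 to 92 with unadjusted p-values and 91 with the block. Among genes with an absolute log2FC above 1, the difference in absolute log2FC of late-upregulated domain genes (0.0746) no longer passed, and the difference in log2 CPM reversed over all (-0.314), late-downregulated (-0.0234) and late-upregulated genes (-0.920).

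Of the other results, 47 values moved on leaving out 1 library, and under other alternatives 20 moved, 11 became stronger and 5 weaker. Low counts leave Fam3b untested and give lower bounds for genes with at most 3 counts in each library of a group.

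Chosen after the data had been seen, the mean number of genes within 100 kb brought gene density past the threshold against other regulated genes (0.495) and those next to an expressed gene (0.370). The replicate block, added for this result afterwards, raised the neighbors of early-downregulated genes past the domain threshold from 25 to 60. By distance, also added afterwards, the block reversed early-upregulated 150 to 200 kb (-0.00142) and 200 to 250 kb (0.00158) and early-downregulated 200 to 250 kb (-0.0184), and the Mann-Whitney test brought early-downregulated 50 to 100 kb (-0.0851) past the threshold. For the absolute log2FC of domain genes the block, added afterwards too, brought the early-downregulated (0.123) and early-upregulated (0.135) differences past it.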

Differences from the paper's values

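No test in this part was chosen after its result was seen, apart from the measures of gene density, the replicate block and the Mann-Whitney test for distances, and the replicate block for domain genes. The paper gives 49 early-downregulated domains, and 19 were found here. Of the alternatives set before the data were examined, total counts (41), the replicate block (46) and unadjusted p-values (41) closed the gap, and limma-voom (19), contiguity among expressed genes (29) and leaving out related (16) or overlapping pairs (18) did not. The smallest domain spans 1 kb in the paper and 5.98 kb here. The replicate block (1.19 kb) and unadjusted p-values (1.20 kb) closed this gap, and limma-voom, contiguity among expressed genes and leaving out related pairs (5.98 kb each), total counts (5.34 kb) and leaving out overlapping pairs (6.03 kb) did not. The largest domain spans 1.1 Mb in the paper and 4.38 Mb here. None of the alternatives set before the data were examined closed that gap, with 1.82 Mb for the replicate block and for unadjusted p-values, 2.33 Mb for total counts, 4.38 Mb for limma-voom and for leaving out related or overlapping pairs, and 9.79 Mb for contiguity among expressed genes.

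The paper draws Sapcd2 at a log2FC of about -6.6 in Fig. 7b, read by eye, in a panel whose legend gives the 2 h time point. Here Sapcd2 had -0.36 at 2 h, and none of the alternatives set before the data were examined closed the gap, the values running from -0.47 with total counts to -0.35 with limma-voom. At 12 h its log2FC was -6.80, and -6.61 with limma-voom.

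The paper states that Fosl1 rises significantly at 2 h, and its adjusted p here was 0.0550. Over the alternatives that p ran from 0.00864 to 0.128, and limma-voom, DESeq2, at least 10 counts in every library, no filter and the replicate block called the gene. The paper states that several Tead genes rise at both times. At 2 h Tead2 alone had an adjusted p under 0.05 here, and no alternative called Tead1, Tead3 or Tead4 at that time. At 12 h Tead2 and Tead3 were called, Tead1 was called with the replicate block and with only the 2 groups compared, and no alternative called Tead4.

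According to the paper, co-regulation of neighbors reaches farther around early than around late genes. Here it passed the threshold to n ± 2 for early-upregulated, n ± 1 for early-downregulated, n ± 1 for late-upregulated and n ± 3 for late-downregulated genes. No alternative called early-upregulated genes at n ± 3 by an adjusted p. The paper used Mann-Whitney tests and names no adjustment over positions, so the criteria differ. Without adjustment, the Mann-Whitney p there was 0.0348 with contiguity among expressed genes and 0.0267 with random sampling. It was 0.146 or higher in the other settings. Early-downregulated genes were called at n ± 3 with the replicate block and with random sampling, and at n ± 2 with these, total counts, contiguity among expressed genes and the Mann-Whitney test. Late-upregulated genes were called at n ± 2 with random sampling, contiguity among expressed genes and the Mann-Whitney test, and late-downregulated genes were called at n ± 3 under every alternative. By distance, early-downregulated genes were not called from 50 to 100 kb (-0.09), nor with related pairs left out or with the replicate block, and they were called with random sampling and with the Mann-Whitney test (adjusted p = 0.0213), the only alternatives run there. They were called from 100 to 150 kb (-0.10, adjusted permutation p = 0.0466), also with the replicate block (p = 0.0356), random sampling and the Mann-Whitney test, and not when related pairs were left out. Late-downregulated genes were also called from 100 to 150 kb (-0.08) and from 200 to 250 kb (-0.11), the last of these not when related pairs were left out.

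The paper states that domain genes and other regulated genes change alike. Here the median absolute log2FC was 0.20 higher in domain genes over all categories, and it was higher too with limma-voom (0.19), among genes with an absolute log2FC above 1 (0.27) and with the replicate block (0.22). By category the difference passed the threshold for late-upregulated (0.12, adjusted permutation p = 0.0106) and late-downregulated genes (0.21, p = 0.00665), and not for early-upregulated (permutation p = 0.0703) and early-downregulated genes (p = 0.516). With limma-voom the same 2 categories passed, among genes with an absolute log2FC above 1 only the late-downregulated, and with the replicate block all 4. The value over all categories also reflects their mix, since late-downregulated genes were 361 of 702 inside and 1464 of 3481 outside domains. Genes of the same domain are not independent, so the permutation p-values of this comparison may be too small. The paper also places domains where genes are dense. The median number of genes within 500 kb was 14 around domain genes, 13 around other regulated genes and 14 around other expressed genes, with no difference past the threshold. The mean number within 100 kb, chosen after seeing the values, was higher around domain genes (4.30) than around other regulated genes (3.80), and not than around other expressed genes (4.23).

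The number of regulated genes in the text of the paper, 2361, is the sum of its categories, and the lists of Supplementary Data 1 sum to 2359 and hold 2352 different genes. Limma-voom on the deposited counts gave the genes of each list, and the quasi-likelihood test gave a sum of 2383 and 2374 different genes.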

Other observations

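The rule that weighs the correlation of replicate differences against that of the log2FC, and the test of adjusted replicate differences, were chosen only after the correlations of the replicate differences had been seen, and random draws with the replicate block only after those without it.

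Contiguous genes had correlated log2FC across genes, which are not independent replicates, and several technical explanations were tested. Noise between libraries that contiguous genes share was measured by the differences between replicates. In vehicle these hold no effect of TGFβ, and their rho between contiguous genes was 0.0939. At 2 h and 12 h they may also hold a response that differs between replicates, which was not tested. Their Spearman's rho between contiguous genes was 0.188 at 2 h, the higher of vehicle and 2 h, and 0.122 at 12 h, the higher of vehicle and 12 h, so part of the correlation may come from such noise and the pattern cannot be told apart from it in full. When the change of a gene in 1 replicate was compared with that of its neighbor in the other, the lower rho was 0.206 at 2 h and 0.168 at 12 h, above all 1000 random orders, which weighs against noise within a replicate as the whole explanation.

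Adjustment for GC content, transcript length and expression level, on the 6895 contiguous pairs with these values, took rho of the log2FC from 0.249 to 0.179 at 2 h and from 0.187 to 0.189 at 12 h (0.250 to 0.178 and 0.186 to 0.187 with the replicate block), so it lowered the value at 2 h and left that at 12 h as it was. Read-through into a neighbor on the same strand was tested on convergent pairs, whose rho was 0.229 at 2 h and 0.156 at 12 h. Without divergent pairs with TSSs within 1 kb, rho was 0.238 and 0.179, and without pairs of related genes 0.217 and 0.162. Each of these values lay above every random order.

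Libraries with the same replicate number deviated together. The differences between replicates had a Spearman's rho with GC content of -0.175 in vehicle, -0.383 at 2 h and -0.370 at 12 h, across genes that are not independent replicates. The threshold of 0.2 in every group was not met in vehicle, yet the sign is shared, so GC content remains a candidate explanation for part of the pattern. For transcript length rho was 0.0204 in vehicle, 0.156 at 2 h and 0.158 at 12 h. For expression level, the measure of depth, it was 0.0943, 0.147 and 0.0211 in the same order. Neither property reached 0.2 in any group. No biological explanation was tested. Adjusted for GC content, transcript length and expression level, the replicate differences of contiguous genes had a rho of 0.0689 in vehicle and 0.0880 at 2 h, above all random orders, and 0.0343 at 12 h, within their range, the highest being 0.0425.

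Serum withdrawal lasts longer in the 12 h libraries than in the vehicle libraries. In limma's camera test the median log2FC of G2 and M phase genes was -0.13 at 2 h and -4.34 at 12 h, a pattern that an arrest by TGFβ and a longer time without serum would both give, so they cannot be told apart. If serum withdrawal drove cholesterol synthesis and FoxO genes, both were predicted to rise at 12 h, and their medians were -1.37 and -0.09. Neither rose, but the predicted direction was assumed, with insulin withdrawn together with serum and no vehicle library at 12 h, so a fall caused by longer withdrawal is not ruled out.

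Interferon-stimulated genes had a median log2FC of -0.30 at 2 h (16 of 18 lower, adjusted p = 0.00766 in limma's camera test, 0.00441 with the replicate block and 0.0117 with total counts) and -1.04 at 12 h. With total counts in place of TMM factors the median at 12 h was -1.17, a change of scale whose direction was fixed in advance. It moved the median of all genes only from 0.0151 to -0.115, and limma's camera test, which compares the set with all other genes, gave an adjusted p of 0.000186 with TMM factors and 0.000282 with total counts, so a shift common to all genes does not produce the fall. The median difference between the 2 vehicle libraries was 0.00237, which speaks for the set as a whole only. Mx1, named because of these values, had 69.9 and 26.0 CPM in the 2 vehicle libraries. The vehicle and 2 h libraries spent the same time without serum, so the fall at 2 h does not come from a longer withdrawal. The further fall at 12 h cannot be told apart from it. The camera p-values of this set may be too small, because its genes are not independent replicates. Lower interferon signaling under TGFβ is a hypothesis.

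Chance contiguity of regulated genes was tested for the domains by random draws of expressed genes. There were 66 early-upregulated, 19 early-downregulated, 92 late-upregulated and 237 late-downregulated domains, against means of 36.2, 8.23, 74.3 and 174.5 in the draws (one-sided permutation p = 0.0002, 0.0004, 0.0118 and 0.0002, where 0.0002 is the smallest possible). With the replicate block there were 89, 46, 84 and 227 domains, and p was 0.0002, 0.0006, 0.211 and 0.0002. The late-upregulated domains therefore cannot be told apart from chance contiguity under that fit. The draws hold no noise shared by contiguous genes, so such noise remains an explanation for part of the excess in any category.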
